# Analysis of 3D genomic interactions identifies candidate host genes that transposable elements potentially regulate

**DOI:** 10.1186/s13059-018-1598-7

**Published:** 2018-12-13

**Authors:** Ramya Raviram, Pedro P. Rocha, Vincent M. Luo, Emily Swanzey, Emily R. Miraldi, Edward B. Chuong, Cédric Feschotte, Richard Bonneau, Jane A. Skok

**Keywords:** Transposons, Chromosome conformation capture, Endogenous retroviruses, Nuclear organization, Solo LTRs, Enhancers, Loops, Gene regulation

## Abstract

**Background:**

The organization of chromatin in the nucleus plays an essential role in gene regulation. About half of the mammalian genome comprises transposable elements. Given their repetitive nature, reads associated with these elements are generally discarded or randomly distributed among elements of the same type in genome-wide analyses. Thus, it is challenging to identify the activities and properties of individual transposons. As a result, we only have a partial understanding of how transposons contribute to chromatin folding and how they impact gene regulation.

**Results:**

Using PCR and Capture-based chromosome conformation capture (3C) approaches, collectively called 4Tran, we take advantage of the repetitive nature of transposons to capture interactions from multiple copies of endogenous retrovirus (ERVs) in the human and mouse genomes. With 4Tran-PCR, reads are selectively mapped to unique regions in the genome. This enables the identification of transposable element interaction profiles for individual ERV families and integration events specific to particular genomes. With this approach, we demonstrate that transposons engage in long-range intra-chromosomal interactions guided by the separation of chromosomes into A and B compartments as well as topologically associated domains (TADs). In contrast to 4Tran-PCR, Capture-4Tran can uniquely identify both ends of an interaction that involve retroviral repeat sequences, providing a powerful tool for uncovering the individual transposable element insertions that interact with and potentially regulate target genes.

**Conclusions:**

4Tran provides new insight into the manner in which transposons contribute to chromosome architecture and identifies target genes that transposable elements can potentially control.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1598-7) contains supplementary material, which is available to authorized users.

## Background

The structural organization of the genome is regulated at different levels to establish a functional framework that facilitates cellular processes such as gene expression and programmed somatic recombination. Fluorescent in situ hybridization (FISH) studies revealed that chromosomes occupy discrete territories with very little intermingling between them. With the development of chromosome conformation capture (3C) techniques that rely on crosslinking of chromatin in close spatial proximity, additional levels of organization have been described. There are many different 3C-based variants, with Hi-C being the most comprehensive, in that it can potentially identify all pair-wise chromatin interactions in a given population of cells [1–5]. The first Hi-C study revealed that each chromosome is divided into active (A) or inactive (B) compartments that range in size from ~ 5 to 10 MB in mammalian cells [6]. Furthermore, these analyses demonstrate that regions on the chromosome belonging to the same compartment preferentially interact with each other. With improved Hi-C sequencing depth, the presence of topologically associated domains (TADs) were defined [7]. The latter consist of highly self-interacting regions separated from each other by insulated boundaries. Unlike A/B compartments, which are cell type specific, TADs are for the most part invariant across cell types and orthologous genomic regions of different species. It is thought that the main function of TADs is to restrict the influence of enhancers to genes found in the same domain. Indeed, approximately 90% of promoter-enhancer interactions occur between elements in the same TAD [8–12]. Further support for TAD restricted regulation comes from several studies in which disruption of TAD borders has been shown to lead to aberrant gene expression through exposure to previously insulated enhancers [13–16].

A large portion of a typical mammalian genome is comprised of transposable elements (TEs) however they are typically ignored in high-throughput sequencing-based studies due to their repetitive nature [17, 18]. As a consequence of this, few studies have analyzed how TEs influence, and are influenced by nuclear organization [19, 20]. These mobile elements, which have been propagated in the genomes of all eukaryotic species, can be classified as either DNA transposons or retrotransposons, depending on their mode of transposition. DNA transposons propagate via a cut and paste mechanism while retrotransposons use a copy and paste mode of action that relies on an RNA intermediate [21]. TEs have largely been considered as inert elements that remain silenced, except during a short temporal window during germ cell development. However, this view is changing with increasing evidence demonstrating that not all elements are permanently repressed in the genome. For example, in mammals, transcription of endogenous retroviruses and LINE-1 elements has been shown to occur during early embryogenesis [22–25] and transposition of L1 elements has been observed in human neurons [26].

Recent studies have suggested that TEs might act as enhancers capable of influencing expression of endogenous genes [25, 27–32]. This is not surprising, as TEs contain *cis*-regulatory elements such as those found at the 5′ UTR of long interspersed nuclear elements (LINEs) and long terminal repeats (LTRs) of endogenous retroviruses (ERVs) [33–36]. These *cis*-regulatory elements have evolved to control TE transcription but they can also influence expression of adjacent “host” genes [37, 38]. In fact, this idea was first put forward by Barbara McClintock who discovered transposons and described them as “controlling elements” because of their ability to influence the expression of maize genes during development [39, 40]. Moreover, genome-wide profiling of transcription factor (TF) binding in human and mouse cells has revealed that TEs contribute a significant proportion of sites [41–44]. In addition, a recent study [45] observed enriched binding of STAT1 in primate-specific ERVs called MER41 after interferon gamma (IFNG) treatment in HeLa and other human cells. STAT1-bound MER41 elements were enriched near innate immunity genes and in particular those that respond to interferon treatment. CRISPR deletion of selected MER41 elements led to downregulation of the interferon-driven transcriptional response of genes in close proximity. This indicates that MER41 retroviral insertions can act as enhancers, which control interferon-inducible expression of neighboring genes. Thus, not all TEs are silenced and inert, and, under particular conditions, they can act as regulatory elements, capable of influencing the expression of surrounding genes. However, only a subset of TEs is predicted to have such effects [46]. Therefore, it is essential to develop techniques that determine the identity of potential target genes that come into contact with these elements in order to ascertain which integration events have potential regulatory function. Follow-up targeting experiments can then be used to assess the extent to which they contribute to host gene regulation.

3C-based techniques have become instrumental in the identification of enhancers and the genes they regulate [47–50]. Here, we used two variants of 3C, tailored to identify different aspects of murine and human transposon-mediated interactions. We first describe 4Tran-PCR, which was used to obtain an interaction profile for different ERV families in murine cells by mapping all interactions from a specific ERV family to unique sequences within the mouse genome. This approach effectively identified strain-specific, polymorphic insertion sites. In addition, 4Tran-PCR revealed that the interaction profile of mouse ERVs follows a similar pattern to that of host genes, such that if an element is located in an active (A) or inactive (B) compartment, it will preferentially contact other loci within the same compartment, regardless of whether the element itself is decorated with active or inactive marks. Furthermore, 4Tran-PCR demonstrates that TE-mediated interactions are locally restricted to the same TAD.

Capture-4Tran uses biotinylated DNA oligonucleotides (oligos) to capture TEs in conjunction with surrounding uniquely mappable sequences, thereby enabling the identification of the interaction profile of a specific transposon copy, unlike the PCR variant of this technique. This provides a powerful tool for uncovering the individual insertion sites that interact with, and potentially regulate target genes. Here we designed an oligonucleotide that captures interactions involving human MER41 elements. We found that a significant fraction of MER41 interactions occur with promoters, STAT1 binding sites and histone modifications indicative of active transcription. We also observed that the loops are preformed and can be detected in the absence of STAT1 binding, prior to IFNγ induction, indicating that the contacts are not dependent on the presence of this transcription factor. Thus, 4Tran provides new insight into the role of TEs in shaping genome organization and regulating cellular processes in mammalian cells.

## Results

### Chromosomal interactions involving TEs can be analyzed using 4Tran-PCR and Capture-4Tran

To investigate different aspects of murine and human retrotransposon-mediated interactions, we used two variants of 4Tran. The first, based on circular chromosome conformation capture (4C-Seq), was called 4Tran-PCR (Additional file 1: Figure S1). 4C-Seq captures the frequency with which a bait (or viewpoint) physically contacts other locations across the genome within a population of cells. Regions surrounding the bait interact at high frequency due to the polymer nature of chromosomes and the 3D organization of the genome into TADs. As such, 4C-Seq baits are characterized by a single region of strong signal that decays with increasing distance from the bait. Our strategy to probe TE interaction frequency across the genome, consists of using 4C-Seq with primers that hybridize to the repetitive region of transposons. Interactions are mapped to unique genomic sequences, while reads that map to multiple genomic locations, including TEs with low-sequence divergent copies are discarded as we cannot identify which insertion site these emanate from. With this method, several bait-like profiles with a strong accumulation of reads surrounding the integration site of a particular TE type are detected. This approach is best suited for analysis of TEs with relatively low copy number where it can be assumed that interactions are captured from the nearest insertion site.

As an alternative approach, we used a 4Tran variant named Capture-4Tran (Additional file 1: Figure S1). As the name implies, this is a capture based approach that uses two rounds of DNA capture with 120 bp biotinylated DNA probes to pull down interactions with specific regions of interest [51]. As in Capture-C, we performed sonication instead of the second digestion step used in 4C-Seq. This substantially improves our ability to distinguish between PCR duplicates and unique interactions [51]. Additionally, as in Capture Hi-C, we used Hi-C libraries [47] instead of the 3C libraries used in Capture-C. The primary difference between the two approaches is the use of biotin/streptavidin beads in the Hi-C library, which enrich for true ligation junctions formed due to 3D proximity. This increases the number of informative reads obtained at the end of the experiment, which is essential when enriching for interactions from thousands of capture regions. By combining paired-end sequencing with biotinylated oligonucleotides that hybridize to the 5′ or 3′ end of a TE integration site, isolated fragments contain the end of a transposon and the region neighboring the integration site as well as any interacting fragments (Additional file 1: Figure S1). This approach increases the chances that uniquely mappable regions are captured with interactions involving TEs and therefore, each interaction can be assigned to a specific TE locus.

### 4Tran-PCR detects annotated ERV integration sites

The workflow for 4Tran-PCR shown in Additional file 1: Figure S2a depicts the sequential process from primer design (following 4C template generation) to identification of interactions that we used in 4Tran-PCR. Briefly, we design baits matching the consensus sequence of a TE family (Fig. 1a), as described in Repbase [52]. We predict which regions of the genome should be amplified with these primers and then intersect these locations with all annotated TEs to ensure that only the TE of interest is captured. Primer pairs that pass all of the above criteria can then be used to detect bait profiles based on enrichment of 4C-Seq signal.

**Fig. 1:**
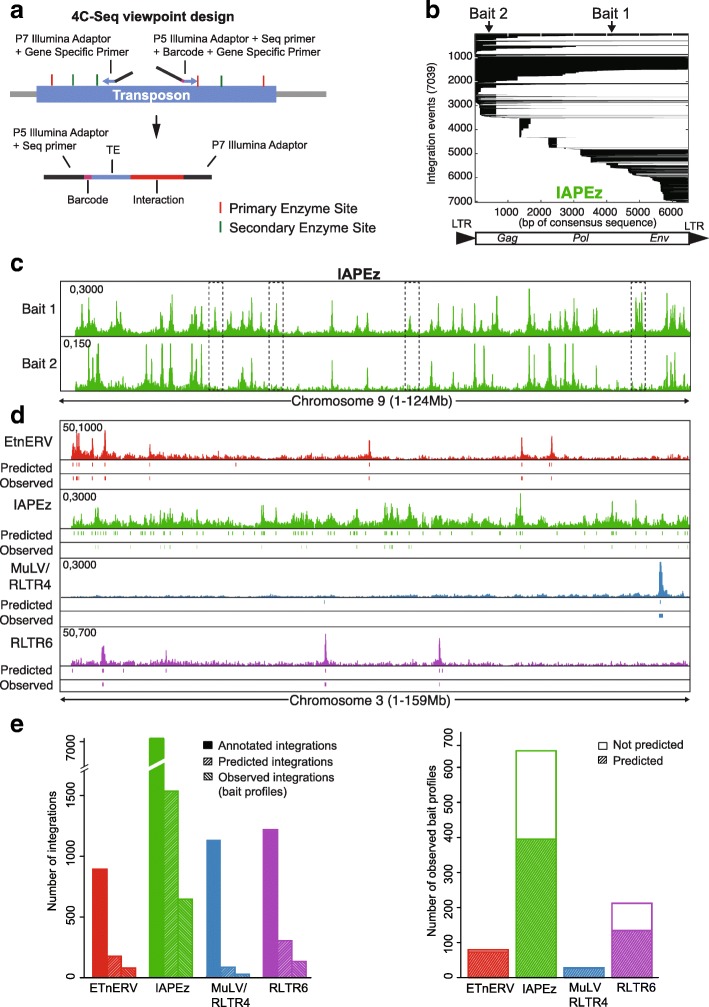
Chromosomal interactions involving TEs can be analyzed using 4Tran-PCR. **a** Design of 4C-Seq primers to capture interactions from multiple transposon integration sites. The scheme shows how baits are designed within the transposon as well as the potential location of the two primers and the restriction enzyme sites necessary for amplification of a 4Tran-PCR library. The bottom of the scheme displays an interaction identified by Illumina sequencing containing the barcode, the sequence corresponding to the TE bait and the interaction fragment captured with the bait. **b** Schematic representation of all IAPEz integration events. Each line represents a different integration and the black lines show which part of the consensus sequence (shown under the plot) is retained by each integration. Integration events are sorted by 5′ position on the consensus sequence and by size of integration. Arrows represent the two locations tested for IAPEz baits. **c** 4Tran data in ES cells for the two IAPEz baits. Boxes represent three integration events detected by bait 1 that are not captured by bait 2. **d** 4Tran data for four different mouse ERVs on chromosome 3. Regions predicted to form bait-like profiles based on the presence of primers sequences (Predicted) and our algorithm based on bait like profiles (Observed) are shown under each 4Tran signal plot. **e** The left plot shows the number of annotated integrations in the mm10 genome for each ERV (annotated), the number of predicted integrations and the number of observed bait-like profiles. The plot on the right shows the number of observed and predicted bait-like profiles

To implement 4Tran-PCR in mouse cells, we focused on TEs classified as endogenous retrovirus (ERVs), which are known to be particularly diverse, recent, and active in the murine genome [33]. We selected the following murine ERVs: IAPEz, ETnERV, RLTR6, and MuLV-int/RLTR4 as these are among the youngest murine TE elements and they have retained the ability to transpose [53]. RLTR6 is the family name designated by Repbase/dfam [52] for the LTR of prototypical VL30 elements, a well-characterized group of active LTR retroelements in the mouse [54]. Distinct insertions belonging to the same family are expected to exhibit high sequence similarity, which facilitates repetitive bait design. To analyze their interaction profiles, we designed 4C-like baits for each repeat type, based on the consensus sequence for a set of primary and secondary restriction enzymes. Primer design rules are largely similar to those used in traditional 4C-Seq [55], except that primers are not excluded if they are located in repetitive genomic regions (details in the “Methods” section).

Primer pairs were selected based on the following criteria: location within the TE, number of integration copies that can be potentially captured and specificity to the transposon of interest. In addition, we selected baits located close to the 5′ and 3′ ends of TEs where *cis*-regulatory elements recognized by transcription factors tend to occur [56]. It is important to note that due to truncations, the majority of TE insertions are not representative of the full-length element (Fig. 1b and Additional file 1: Figure S2b). For ERVs, these include a high frequency of solitary LTRs, which result from non-allelic recombination events between the LTRs of full-length proviral integrants [33]. Since LTRs are so numerous, we avoided placing baits on them in order to keep the copy number to a manageable number. In addition, they are smaller in size making it difficult to design a pair of 4C-Seq primers. Finally, to ensure that no other TE families would be amplified by our bait sequences, we adapted the UCSC in silico tool to predict bait location and cross-referenced this to the annotation of all murine TEs. We applied these criteria to the baits designed for the four TEs, IAPEZ, ETnERV, RLTR6, and MuLV/RLTR4. Figure 1b shows the location of each bait relative to the consensus sequence and integration events of all IAPEz elements. The primer location for other ERVs can be found in Additional file 1: Figure S2b.

To test the primer pairs selected for each ERV, we performed 4C-Seq in mouse embryonic stem cells using DpnII and Csp6I as the primary and secondary restriction enzymes. 

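Mouse embryonic stem (ES) cells of the Ola sub-strain gave 6 sets of calls, 1 for each of the primer pairs ETnERV bait 2, IAPEz bait 1, IAPEz bait 2, MuLV/RLTR4, RLTR6 bait 1 and RLTR6 bait 2. No second set was there to check any of them against. In 4C-Seq, crosslinked chromatin is digested with the primary enzyme and ligated, digested with the secondary enzyme and circularized, and an inverse PCR from the bait amplifies the fragments that lay close to it in the nucleus. The paper's Table S1 gives 1822730 mapped reads for ETnERV bait 2, 19089663 for IAPEz bait 1, 561576 for IAPEz bait 2, 354253 for RLTR6 bait 1 and 1578081 for RLTR6 bait 2. For MuLV/RLTR4 in these cells it lists 2 libraries, with 1765856 and 900755 mapped reads and 88 and 72 observed baits, while the deposited calls hold 64 windows, so neither the depth behind these windows nor whether they come from 1 or both of these libraries is known. The authors mapped the reads to unique fragments next to DpnII sites of the mm10 genome (GRCm38), removed blacklisted regions and the fragments with the highest counts, and kept windows whose signal gave an FDR-adjusted p-value under 0.05 against all windows of the genome. The deposited values are the positions and p-values of these windows, without read counts, so the strength of the signal outside them was not analysed here. Windows are 200 kb long, except for IAPEz, where the intervals are multiples of 10 kb and carry no p-value. Windows closer than 100 kb were merged into regions here, as in the paper's methods, which gave 48 regions from the 95 windows of ETnERV bait 2 and 27 regions for MuLV/RLTR4. Primer sites were found by placing the primers of the paper's Table S2 on the GRCm38 sequence, on opposite strands, pointing away from each other, at most 4 kb apart and with at least 15 matching bases at the 3′ end of both. Overlaps between sets of regions were compared with 10000 random placements of the regions on their own chromosomes in a one-sided test, and shares carry exact Clopper-Pearson 95% intervals, which cover the number of regions and not differences between cultures or mice.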

As predicted, 4Tran-PCR primers located within sequences of endogenous retroviruses generated several bait-like profiles, instead of a single bait profile as in conventional 4C-Seq (Fig. 1c and Additional file 1: Figure S2d). It should be noted that the different primers for the same transposon did not capture all the same integration events, but rather captured only integration events that retained the primer sequence matching the consensus sequence (Fig. 1c). 

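With IAPEz bait 1, 1280 regions were called in ES cells, and 487 of them (38.0%, 95% interval 35.4 to 40.8%) overlapped a region of bait 2 by at least 1 bp. With bait 2, 1337 regions were called, of which 490 (36.6%, 34.1 to 39.3%) overlapped a region of bait 1. Random placement gave 67.7 overlapping regions on average (p = 0.0001, one-sided permutation of positions, the smallest that the placements can give). Merging calls closer than 500 kb moved the shared portion of bait 1 most, to 48.6%. On chromosome 9, the chromosome of Fig. 1c, bait 1 called 62 regions and bait 2 called 59, with 27 of each overlapping, 35 called by bait 1 only and 32 called by bait 2 only. The sequence of chromosome 9 holds 38 sites of bait 1 and 19 sites of bait 2. Genome-wide, 944 sites of IAPEz bait 1 were found, of which 39.3% (36.2 to 42.5%) lay inside a region called with bait 1 and 20.7% (18.1 to 23.4%) inside a region called with bait 2. Of the 320 sites of bait 2, 29.4% (24.4 to 34.7%) lay inside regions of bait 1 and 7.81% (5.12 to 11.3%) inside regions of bait 2, so that the library of bait 2 called fewer of its own sites than that of bait 1 did. Among 516 further sites that differ from IAPEz bait 2 by C5T alone, counted from the 3′ end of the Csp6I primer, 245 (47.5%) lay inside regions of bait 2. Of the same C5T sites, 140 (27.1%) lay inside regions of bait 1, so these were called more often with their own bait. Regions called by both IAPEz baits held a bait 1 site in 40.0% of cases, against 19.4% of the 793 regions called by bait 1 only and 2.48% of the 847 called by bait 2 only. The 320 sites of bait 2, which leave out the C5T sites, did not follow their own bait. They lay in 3.90% of the regions called by both, 9.08% of those called by bait 1 only and 1.42% of those called by bait 2 only. The RLTR6 baits overlapped more. Of 107 regions of RLTR6 bait 1, 79 (73.8%, 64.4 to 81.9%) overlapped a region of bait 2, and 81 of the 123 regions of bait 2 (65.9%, 56.8 to 74.2%) overlapped a region of bait 1, against 2.83 by random placement (p = 0.0001, permutation of positions, again the smallest possible). A site of the other bait lay within 10 kb of 36 of the 54 RLTR6 bait 1 sites but of only 130 of the IAPEz bait 1 sites. RLTR6 bait 1 sites lay inside regions of bait 1 in 64.8% of cases and inside regions of bait 2 in 55.6%, and the 97 sites of RLTR6 bait 2 in 44.3% and 48.5%. The paper states that each primer pair captured only the integration events that kept its primer sequence.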

Since only unique reads are mapped, we detect interactions involving the regions surrounding the TE, while those involving only the repetitive regions of the transposon are discarded. Additional file 1: Figure S2c shows a zoomed in view of an annotated ERV bait showing the 4Tran-PCR signal derived from unique sequence reads of surrounding regions and an absence of TE reads in the center.

To determine if 4Tran-PCR can identify annotated ERV integration events, we selected preferred primer pairs based on their proximity to LTRs and their ability to generate efficient 4C signal amplification. As the mm10 reference genome from the Genome Reference Consortium is based on the C57/Bl6 strain, we performed 4Tran-PCR using template prepared from murine ex vivo derived splenic resting B cells from mice of this strain. 

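The C57/Bl6 B cells were resting cells purified from spleens by depletion of CD43-positive cells. They gave 3 libraries with ETnERV bait 1, 2 with the MuLV/RLTR4 bait, 1 with IAPEz bait 1 and 1 with RLTR6 bait 2. According to the paper's Table S1, 5743616 and 4587172 reads were mapped in MuLV/RLTR4 replicates 1 and 2, 4386998 in the IAPEz library and 4667472 in the RLTR6 library. For the ETnERV libraries Table S1 gives 1715379, 4519766 and 3768917 mapped reads, and its numbering was not equated with the numbering of the sample labels. ETnERV replicates 1 and 2 of the labels hold 174 and 143 windows, the counts that Table S1 gives for the libraries it reports observed baits for, and these replicates were used unless the third is named. Windows of the replicates of a bait were pooled, merged as in the ES cells and kept as an observed bait where every replicate had a call in the region. The IAPEz and RLTR6 libraries stand alone and have no replicate check. The label and Table S1 name bait 2 for the RLTR6 library of these cells while the name of its file says bait 1, so its predicted sites hold only if the label is right. The DpnII and Csp6I primers are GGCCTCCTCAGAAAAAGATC and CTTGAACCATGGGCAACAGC for ETnERV bait 1, GAACCGGAGAGGATTAGATC and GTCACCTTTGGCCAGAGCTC for MuLV/RLTR4, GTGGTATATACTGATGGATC and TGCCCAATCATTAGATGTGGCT for IAPEz bait 1, and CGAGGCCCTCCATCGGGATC and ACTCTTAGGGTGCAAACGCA for RLTR6 bait 2. A region counted as predicted where a primer site lay inside it. The authors located predicted baits with the UCSC in silico PCR tool at its lowest stringency, which was not run here. Shares of predicted regions were compared between the 6 pairs of ERVs with two-sided Fisher's exact tests, Benjamini-Hochberg adjusted, and differences carry Newcombe's 95% interval. The p-value is given only for ETnERV against MuLV/RLTR4, which have replicates.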

B cells were chosen for their easy availability in our lab and because high-resolution Hi-C datasets that we could use as validations were restricted to B cells at the time of these experiments. Our first goal was to test whether the observed 4Tran bait profiles align with known ERV integration sites (Fig. 1d). To identify these regions in an unbiased manner, we binned the genome into 200 kb windows and compared the 4Tran signal in each window to a background distribution. Windows that contained enriched signal were called “observed baits.” Additionally, we defined “predicted baits” as ERV integration events that retain the region of the consensus sequence matching the bait primers (see the “Methods” section for details).

The ERV family with the highest number of predicted integration events is IAPEz, followed by RLTR6, ETnERV, and MuLV. 

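On the GRCm38 sequence, the primers of IAPEz bait 1 gave 912 predicted regions once sites closer than 100 kb were merged. RLTR6 bait 2 had 95 such regions, ETnERV bait 1 had 87 from 88 sites, and the MuLV/RLTR4 bait had 22 sites, none of them merged. RLTR6 and ETnERV lay close together in this count, while the count of IAPEz was far above both. Allowing up to 3 mismatches over each whole primer moved these numbers most and kept their order. It gave 1421 regions for IAPEz, 222 for RLTR6, 166 for ETnERV and 49 for MuLV/RLTR4. The order of RLTR6 and ETnERV turned under another alternative, where RLTR6 fell to 78 regions, since ETnERV had at least 80 under each.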

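In the C57/Bl6 B cells, 1307 regions were called with IAPEz bait 1, between 10000 and 320000 bp long. The RLTR6 bait 2 library gave 223 windows, which formed 135 regions. With ETnERV bait 1, 77 regions were called in both replicates, and with the MuLV/RLTR4 bait, 29 regions. Without merging of neighbouring windows, 126 ETnERV windows and 100 MuLV/RLTR4 windows were called in both replicates.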

The number of observed baits for each of these ERVs also followed the same trend (Fig. 1e left). For all four ERVs analyzed, we detected fewer observed baits than predicted. This could either be due to emergence of mutations that are not annotated in the reference genome, or to polymorphisms in our C57/Bl6 colony. 

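The observed regions outnumbered the regions predicted from the 3′ ends of the primers for IAPEz, RLTR6 and MuLV/RLTR4 and were fewer for ETnERV. With up to 3 mismatches allowed over each primer, the observed regions were the fewer for all 4 ERVs. Counted by primer site, 20 of the MuLV/RLTR4 sites (90.9%) lay inside an observed region, 69 of the ETnERV sites (78.4%), 55 of the RLTR6 sites (56.7%) and 246 of the IAPEz sites (26.1%).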

Another possibility is that our method may not distinguish some of the signals as true 4Tran bait profiles due to low signal. This is particularly relevant for samples with a high frequency of integration sites where the higher density of bait-like profiles could obscure the distinction between bait signal and regions of high interactions. Another potential source for the disparity between the number of “observed” and “predicted” baits is that multiple integrations in close proximity cannot be detected as single copies.

Finally, we asked whether the locations we identified as observed baits had been predicted. (Fig. 1e right). 

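Of the ETnERV regions called in C57/Bl6 B cells, 66 held a primer site (85.7%, 95% interval 75.9 to 92.6%), and of the MuLV/RLTR4 regions 18 (62.1%, 42.3 to 79.3%), which left 11 regions of each without one. The difference between these ERVs was 23.6 percentage points (3.79 to 44.6, adjusted p = 0.0167, two-sided Fisher's exact test). It was 14.9 without ETnERV replicate 2 and 31.2 without MuLV/RLTR4 replicate 2, fits that also lift the requirement of a call in both replicates. The ETnERV share was 78.8% without replicate 1, 77.0% without replicate 2 and 77.5% with a call in any replicate. It thus fell whichever library was left out. Allowing up to 3 mismatches over each whole primer gave 94.8% (87.2 to 98.6%) for ETnERV and 93.1% (77.2 to 99.2%) for MuLV/RLTR4, and the difference was then 1.70 percentage points (adjusted p = 0.664, Fisher's exact test, the highest of a range over the alternatives from 5.94e-07).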

The ERV elements with fewer observed baits, ETnERV and MuLV/RLTR4 displayed an almost perfect correspondence between observed and predicted baits. In contrast, the RLTR6 and IAPEz ERVs, had a higher number of observed baits, many of which were not predicted. 

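Of the RLTR6 regions, 51 held a primer site (37.8%, 95% interval 29.6 to 46.5%) and 84 did not. Of the IAPEz regions, 233 held one (17.8%, 15.8 to 20.0%) and 1074 did not. Since RLTR6 and IAPEz have 1 library each, their differences to the other ERVs describe these libraries and carry no p-value. ETnERV exceeded RLTR6 by 47.9 percentage points (34.8 to 58.7) and IAPEz by 67.9 (57.8 to 75.1). The IAPEz intervals had a mean length of 32.2 kb and the ETnERV regions of replicates 1 and 2 one of 400 and 336 kb. The difference to IAPEz was 43.5 with a site allowed up to 100 kb from a call and 35.3 without merging, and that to RLTR6 28.5 without merging. MuLV/RLTR4 exceeded RLTR6 by 24.3 percentage points (2.64 to 43.4). It turned to -4.66 without merging, and it was 20.9 on autosomes only, 12.8 with call p-values under 0.01 and 16.8 without MuLV/RLTR4 replicate 2. The differences of IAPEz to MuLV/RLTR4 and to RLTR6 were -44.2 (-61.6 to -24.3) and -20.0 percentage points (-28.9 to -11.5). Without merging, the difference of IAPEz to MuLV/RLTR4 shrank to -2.17. With a site allowed up to 100 kb from a call, IAPEz was 3.72 percentage points above RLTR6. With up to 3 mismatches in each primer, 58.5% of the RLTR6 regions (49.7 to 66.9%) and 27.2% of the IAPEz regions (24.8 to 29.7%) held a site. Of the RLTR6 windows, 19.3% lay on chromosome X. From the many regions of RLTR6 and IAPEz that were not predicted, the paper proposes that a high density of bait-like profiles blurs the distinction between bait signal and highly interacting regions, and from this it reasons that 4Tran is best suited to ERVs with fewer integration sites.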

As mentioned above, this discrepancy could be due to the high density of bait-like profiles, which blur the distinction between bait signal and regions of high interactions. Thus, the use of 4Tran is best suited to ERVs with a lower number of integration sites. Alternatively, primers that detect fewer integration sites of a specific TE family could be preferentially used instead of primers that detect all hybridization sites.

### 4Tran-PCR detects TE insertion polymorphisms

As 4Tran is able to detect the location of ERV integration events through enrichment of their local chromatin interactions, we next asked whether differences in integration sites of mobile ERVs could be detected between mouse strains as has been previously reported [57, 58]. Since the four ERV elements we analyzed are among the youngest in the murine lineage, we tested this hypothesis by performing 4Tran in ex vivo derived resting splenic B cells from the C57/Bl6 and 129S6 mouse strains. 

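The mice compared with C57/Bl6 were of the 129S6/SvEvTac sub-strain, abbreviated S6 here. Their resting splenic B cells were prepared in the same way, with 2 libraries per bait. The paper's Table S1 gives 3037995 and 3159559 mapped reads for ETnERV replicates 1 and 2 and 5148007 and 2534114 for MuLV/RLTR4 replicates 1 and 2. These libraries hold 156 and 120 windows for ETnERV and 110 and 77 for MuLV/RLTR4, as Table S1 also lists. A region of both strains was counted as shared where, after merging within 100 kb, it held calls of both, and as strain-specific otherwise. Sharing was compared between the ERVs and predicted shares between the strains with two-sided Fisher's exact tests on regions. Regions of 1 set of libraries are not independent mice, so these p-values speak of the regions of these libraries. Differences between libraries were looked at by leaving out each replicate in turn. A window is called or not, so a region absent from a strain is one without a call at this depth.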

For this, we used the same primer sets described above to analyze integration of ETnERV and MuLV/RLTR4 and only retained the observed baits that overlapped between replicates for downstream analysis (Additional file 1: Figure S3a). 

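In C57/Bl6 B cells, 77 of 89 ETnERV regions (86.5%, 95% interval 77.6 to 92.8%) and 29 of 32 MuLV/RLTR4 regions (90.6%, 75.0 to 98.0%) were called in both replicates. In S6 B cells it was 72 of 89 ETnERV regions (80.9%, 71.2 to 88.5%) and 30 of 35 MuLV/RLTR4 regions (85.7%, 69.7 to 95.2%). Random placement gave 1.89 and 1.60 ETnERV regions and 0.686 and 0.700 MuLV/RLTR4 regions for C57/Bl6 and S6 (p = 0.0001 for each, one-sided permutation of positions, the smallest that 10000 placements allow). Counted as windows, C57/Bl6 ETnERV replicates 1 and 2 shared 126, with 48 in replicate 1 only and 17 in replicate 2 only, a share of 66.0% that was the lowest of the alternatives for this pair. The S6 ETnERV replicates shared 112 windows, with 44 and 8 in 1 replicate only, and the MuLV/RLTR4 replicates shared 100 in C57/Bl6 and 74 in S6. The third C57/Bl6 ETnERV library, which Fig. S3a leaves out, holds 177 windows in 91 regions, of which 80 (87.9%, 79.4 to 93.8%) overlapped regions of both of the other two libraries and 5 overlapped neither. It shared 152 windows with replicate 1 and 134 with replicate 2.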

We found many observed baits that were shared between mouse strains as well as C57/Bl6 and 129-specific integrations (Fig. 2a). 

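For ETnERV, 55 regions were shared between the strains, 21 were found in C57/Bl6 only and 13 in S6 only, against 1.65 shared regions by random placement. For MuLV/RLTR4, 8 regions were shared, 20 were found in C57/Bl6 only and 22 in S6 only, against 0.617 by random placement (p = 0.0001 for each ERV, one-sided permutation of positions, the smallest possible). The balance of the ETnERV counts moved when a replicate was left out, with 15 in C57/Bl6 only and 20 in S6 only without S6 replicate 2, and 27 and 11 without C57/Bl6 replicate 2. Such fits also lift the requirement of a call in both replicates of that strain. Counted in each strain before the strains were merged, 17 of 77 C57/Bl6 and 13 of 72 S6 ETnERV regions had no call in any library of the other strain, and 20 of 29 C57/Bl6 and 21 of 30 S6 MuLV/RLTR4 regions. The longest of these for ETnERV in C57/Bl6 was chromosome 1 from 13600001 to 14800000 of GRCm38, with a primer site at 13815635 to 13815862, which is intergenic and 113912 bp from Xkr9. In S6 they were chromosome 8 from 3400001 to 4800000 and chromosome 4 from 75000001 to 75600000, which holds no site with up to 3 mismatches. On chromosome 8 the reference holds a site at 3830046 to 3830273, with 1 mismatch in the DpnII primer and 17692 bp from Cd209e. The paper's Table S3 lists an S6 region there from 4180969 to 4822368, which does not hold this site. Since no C57/Bl6 library had a call there, the site need not be the source of the S6 calls. For MuLV/RLTR4 in C57/Bl6, chromosome 5 from 23600001 to 25800000 holds a site 36888 bp from Nupl2, and chromosome 1 from 170600001 to 172600000 holds one 9376 bp from Fcgr2b and had 10 windows in each replicate. In S6, chromosome 11 from 59000001 to 62200000 had 16 windows in replicate 1 and 6 in replicate 2, and chromosome 4 from 120000001 to 121600000 had 8 and 7. Neither holds a site in the reference, which is a C57/Bl6 sequence.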

As expected, the C57/Bl6 strain on which the mm10 reference genome is built performed better in identifying observed versus predicted baits compared to the 129S6 strain (Fig. 2b).

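Of the ETnERV regions of S6, 51 held a primer site of the reference (70.8%, 95% interval 58.9 to 81.0%), 14.9 percentage points fewer than in C57/Bl6 (0.765 to 28.7, p = 0.0299, two-sided Fisher's exact test). This ETnERV difference kept its direction under every alternative and lost its side of the 0.05 threshold under several, the smallest being 5.85 percentage points (p = 0.436, Fisher's exact test, the highest of a range from 0.0107 over the alternatives that kept every replicate) without merging. Among the fits that each left out 1 replicate it ran from 6.18 without C57/Bl6 replicate 2 to 24.4 without S6 replicate 2. Of the MuLV/RLTR4 regions, 4 of those in S6 held a site (13.3%, 3.76 to 30.7%), 48.7 percentage points fewer than in C57/Bl6 (22.4 to 68.5, p = 0.000139, Fisher's exact test). Over the alternatives that kept every replicate, this MuLV/RLTR4 difference ran from 14.6 to 53.1 percentage points (p from 1.87e-05 to 0.00686, Fisher's exact tests). Counted by site, 54 of the ETnERV sites (61.4%) lay inside an observed region of S6 and 53 of these also inside one of C57/Bl6. For MuLV/RLTR4 it was 4 sites (18.2%), all of them also inside an observed region of C57/Bl6. The paper puts the difference down to the reference genome, which was built from the C57/Bl6 strain.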

**Fig. 2:**
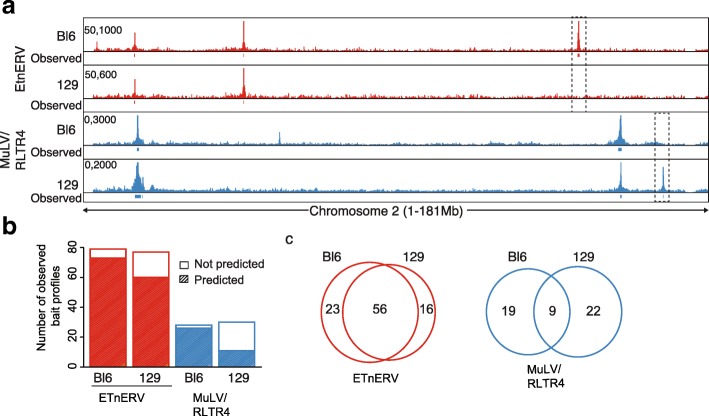
4Tran-PCR detects TE insertion polymorphisms*.* **a** Raw 4Tran reads are shown for the same baits (ETnERV and MuLV /RLTR4) in splenic B cells isolated from mice of either the Bl6 or 129 strains. Boxes represent regions where either Bl6 or 129-specific integrations were detected. **b** For these 4 datasets we show how many of the observed integrations were predicted based on their sequence. **c** Venn diagrams depicting how many observed bait-like profiles are shared between the Bl6 and 129 strains for each of the two ERVs

The Mouse Genomes Project (sanger.ac.uk/science/data/mouse-genomes-project) database, which generated whole-genome sequencing of 18 different mouse lab strains [59] was used to confirm the presence of structural variations in non-overlapping regions. For example, in the top panel of Fig. 2a, an ETnERV integration is detected only in the C57/Bl6 strain. 

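On chromosome 2, ETnERV windows from 143800001 to 144400000 of GRCm38 were called in C57/Bl6 and not in S6. Each of the 3 C57/Bl6 libraries had 3 windows there, with the smallest p-value listed as 0 and the largest at 0.00210, 0.0298 and 0.00203, and neither S6 library had a call. A site that matches both primers in full lies in this region at 144149721 to 144149948, on the plus strand, in an intron of the lincRNA Gm5535, and the region holds 10 protein-coding genes. Other ETnERV regions on the same chromosome were called in both replicates of both strains, at 15000001 to 15400000, with a site at 15194298 to 15194525 that is 111842 bp from Arl5b, and at 46600001 to 47000000, with a site at 46840755 to 46840982 that is 1723360 bp from Zeb2, its nearest gene.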

When this bait location was compared between mouse strains in the database, we found a deletion that coincides precisely with the C57/Bl6 annotated ETnERV integration in the 129 mouse strain. Conversely, in the bottom panel of Fig. 2a, we show an MuLV/RLTR4 bait detected in 129S6 but not in C57/Bl6 cells, consistent with the annotation of a polymorphic insertion at this location in the database. These results indicate that differences in observed baits across strains correspond to strain-specific ERV insertions.

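The MuLV/RLTR4 window on chromosome 2 from 168600001 to 168800000 was called in both S6 libraries, with a p-value listed as 0 in replicate 1 and of 7.35e-07 in replicate 2, and in neither C57/Bl6 library. No primer site with up to 3 mismatches lies in this window of the reference, which holds 3 protein-coding genes. Other MuLV/RLTR4 regions on this chromosome were called in both strains. One surrounds a site at 16021647 to 16021953 in an intron of Malrd1 and spans 15600001 to 16400000 in C57/Bl6, and another surrounds a site at 156357469 to 156357775 in an intron of Cnbd2 and spans 156000001 to 156600000 in S6. From these examples and their annotation in the database, the paper concludes that such differences between strains mark strain-specific insertions.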

When differences between the strains were quantified genome-wide, ETnERV showed a higher level of conservation between 129 and C57/Bl6 than MuLV/RLTR4. 

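The share of regions found in both strains was 61.8% for ETnERV (95% interval 50.9 to 71.9%) and 16% for MuLV/RLTR4 (7.17 to 29.1%). The odds of being shared were 8.35 times higher for ETnERV (3.37 to 23.2, p = 1.48e-07, two-sided Fisher's exact test on regions). Keeping only calls with a p-value under 0.01 moved this odds ratio most, to 6.01 (p = 1.13e-05, Fisher's exact test, the highest of a range from 2.28e-14), and over the 8 fits that each left out 1 library it stayed between 7.17 and 9.34. The range of p-values includes the fit without merging, in which neighbouring windows of a region count as separate units. From the larger share of common regions, the paper concludes that ETnERV integrations are better conserved between these strains than those of MuLV/RLTR4.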

As shown in Fig. 2c, up to 70% of the MuLV integrations were strain-specific, in contrast to the ETnERV family where 70% of integration sites are shared between the two strains. 

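As a share of the regions of each strain, 72.4% of the C57/Bl6 ETnERV regions (95% interval 60.9 to 82.0%) were shared, and 80.9% of those of S6 (69.5 to 89.4%). For MuLV/RLTR4, 71.4% of the C57/Bl6 regions and 73.3% of the S6 regions were strain-specific. The overlap of single libraries was measured by the Jaccard index, the number of regions common to a pair of libraries divided by the number found in either. For ETnERV it ran from 0.809 to 0.880 within a strain and from 0.547 to 0.641 between strains, a difference of means of 0.264 (p = 0.1, exact permutation of the strain labels, the smallest that 10 splits allow). For MuLV/RLTR4 it was 0.857 and 0.906 within a strain and between 0.145 and 0.179 between strains, a difference of 0.719 (p = 0.333, exact permutation, the smallest that 3 splits allow). With so few libraries neither comparison can reach 0.05, but no pair between strains overlapped as much as any pair within one.

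**Figure D1:**
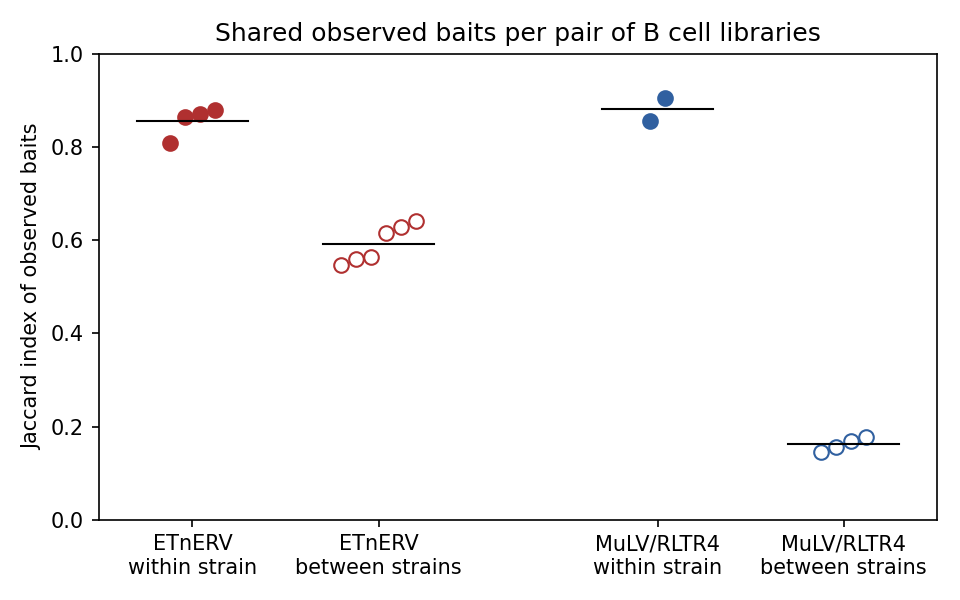
Jaccard index of observed baits (vertical axis, 0 to 1) for each pair of B cell libraries, with ETnERV in red and MuLV/RLTR4 in blue. Each point is a pair of libraries, filled within a strain and open between strains, and black lines mark means; the ETnERV pairs between strains lie between 0.547 and 0.641, and those of MuLV/RLTR4 between 0.145 and 0.179.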

We verified sequence variations of all bait regions specific to a particular strain in the Mouse Genomes Project database and identified 28/38 differences in MulV/RLTR4 and 26/36 differences in ETnERV associated with a variation (Additional file 2: Table S3). These frequencies are in line with previous estimates for each of these ERV families of the numbers of elements that have polymorphisms across different mouse sub-strains [60].

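The regions of the paper's Table S3 were set against the calls. All 38 MuLV/RLTR4 regions overlapped an observed bait of the strain they are listed for and none of the other strain. Of the 36 ETnERV regions, 34 did, and the other two overlapped observed baits of both strains. These are chromosome 15 from 5190017 to 5409080, listed for C57/Bl6, and chromosome 3 from 5197490 to 5408948, listed for S6, where only replicate 1 of C57/Bl6 had a window inside the listed interval. By the paper's annotation, a variation is listed for 14 of 22 ETnERV regions of C57/Bl6 (63.6%) and 12 of 14 of S6 (85.7%). The difference of -22.1 percentage points could not be told from 0 with these numbers (-48.2 to 12.3, p = 0.255, two-sided Fisher's exact test). For MuLV/RLTR4 it is 15 of 18 regions of C57/Bl6 (83.3%) and 13 of 20 of S6 (65%), a difference of 18.3 percentage points that was likewise within its interval (-13.2 to 45.9, p = 0.278, Fisher's exact test). Among the ETnERV regions listed for C57/Bl6 without a variation, 3 had a call in S6 replicate 1 and none in replicate 2.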

Finally, we tested 4Tran-PCR in different sub-strains of 129 mice using the ETnERV bait, and found that polymorphic insertions could be detected between sub-strains. 

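Embryonic fibroblasts (MEFs) of the S1 sub-strain, grown for 2 passages, gave 2 libraries with ETnERV bait 1, for which the paper's Table S1 lists 384513 and 397051 mapped reads. They hold 224 and 218 windows, of which 205 were common to both. After merging, 78 of 84 MEF regions (92.9%, 95% interval 85.1 to 97.3%) were called in both replicates, against 2.60 by random placement (p = 0.0001, one-sided permutation of positions, the smallest possible). Compared with the ETnERV regions of S6 B cells, 64 of 79 regions were shared (81.0%, 70.6 to 89.0%), 14 were found in the MEFs only and 1 in the B cells only. Without merging of windows the shared portion was 52.4%, and among the fits that each left out 1 replicate it ran from 75.3% to 80.2%. Without S6 replicate 2, 10 regions were found in the MEFs only and 10 in the B cells only, and without S6 replicate 1 it was 13 and 3. With a call in any replicate it was 13 and 10, so the imbalance depends on requiring a call in both S6 replicates. The 2 sub-strains also differ in cell type and in depth here.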

In the left panel of Additional file 1: Figure S3b, an integration event is captured in 2 out of 3 129 sub-strains while in the right panel, another integration is captured in only 1 out of 3. 

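On chromosome 5, the ETnERV region from 63800001 to 64200000 was called in both MEF replicates of S1, with p-values listed from 0 to 2.96e-14, and in neither library of S6 B cells. It holds a site that matches both primers in full at 64013981 to 64014208, which is intergenic and 45084 bp from Rell1, and it was also called in all 3 C57/Bl6 libraries. The region from 59800001 to 60200000 of the same chromosome was called in both replicates of MEFs and of S6. On chromosome 7, the region from 29800001 to 30200000 was called in both replicates of MEFs and of S6 and in no C57/Bl6 library, and the reference holds no primer site there. The window from 33400001 to 33600000 was called in every library of ETnERV bait 1, and the window from 25800001 to 26000000 in the MEFs only, with p-values of 0.0200 and 0.0132. From such differences, checked against the database of mouse genomes, the paper concludes that polymorphic insertions can be detected between sub-strains.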

We cross-referenced the regions of differential integrations to the Mouse Genomes Project database and found that the annotations matched our findings. 

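The MuLV/RLTR4 libraries of C57/Bl6 B cells, which the labels number as replicates without naming the mice, differed on chromosome 2 from 130400001 to 131000000 of GRCm38. Replicate 1 had 3 windows there, with p-values listed from 0 to 0.0123, and replicate 2 had none, nor did any MuLV/RLTR4 library of S6 B cells or ES cells. The reference holds no primer site with up to 3 mismatches in this region, which contains 17 protein-coding genes. Replicate 1 had 2 further regions without a call in replicate 2, while replicate 2 had none of its own. From a signal in 1 of 2 littermates that the reference does not annotate, the paper proposes a transposition in the germ cells of a parent.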

Surprisingly, we also detected differences in integration events between littermates using the MuLV/RLTR4 bait and an integration on chromosome 2 was identified in one mouse that was not detected in its littermate (Additional file 1: Figure S3c). This transposition event is not annotated in the reference C57/Bl6 genome and likely arose in the germ cells of one of the parents. In sum, these examples show that 4Tran-PCR is capable of detecting differences in TE integration sites that are present in a population of cells. While other techniques solely focused on detecting new TE integrations have been developed [61, 62], a more comparative analysis is needed to assess the performance of this aspect of 4Tran-PCR.

### ERV interactions are constrained by compartments and local domain structure

Having determined that 4Tran-PCR identifies chromosomal interactions of ERV elements we looked at how transposon contacts are influenced by the different levels of nuclear organization and asked whether ERV-mediated long-range interactions are influenced by chromosome compartmentalization. Compartment formation (A and B) seems to be mostly guided by the propensity of large chromatin fragments with similar histone and DNA modification patterns to share the same physical space. Formation of compartment A, for example, results from the spatial clustering of genomic regions enriched for histone post-translational modifications associated with transcriptional activity, such as H3K4me1/3 or H3K27ac [5, 8]. Therefore, we asked whether full-length ERV copies known to be decorated with the heterochromatin mark H3K9me3 [56, 63] but located in A compartment regions would frequently contact regions in the B compartment that share H3K9me3 enrichment, or rather if they would evade compartmentalization because of the influence of their local A compartment neighborhood.

To address this question, we used Hi-C and ChIP-seq data from a splenic murine lymphoma IgM+ B cell line, CH12 that is used as a model for B cells in the same developmental stage as those we use here [64]. We performed a principal component analysis on 200 Kb-binned Hi-C data and classified each bin as compartments A and B depending on a positive or negative principal component score, respectively [6] (Fig. 3a). We then focused on data generated using the RLTR4 bait where our primers detected a single integration site on chromosome 3, which is located in a region that belongs to compartment A (Fig. 3a). It should be noted that only single integration events on individual chromosomes can be used for this analysis because if multiple integration events were present it would not be possible to determine which site the interactions were emanating from. 

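On chromosome 3, both C57/Bl6 replicates of the MuLV/RLTR4 bait gave a single region, from 152000001 to 153000000 of GRCm38. The chromosome holds 1 primer site, also when 3 mismatches are allowed, at 152330723 to 152331029 on the plus strand, in an intron of Miga1. It matches both primers in full. Neither S6 replicate and no ES cell library of this bait had a call in the region. Among the chromosomes, 8 had exactly 1 MuLV/RLTR4 region called in both replicates, and 4 of them also had exactly 1 site with up to 3 mismatches. The Hi-C data and the compartments were not analysed here.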

Full-length insertions of this ERV are silenced in B cells and decorated with the heterochromatin mark H3K9me3 (Additional file 1: Figure S4). Visual inspection of the interactions of this RLTR4 copy with the rest of the genome revealed that the regions of higher interaction belonged to the A compartment. The 4C-ker pipeline [65] was used to quantify this and determine which regions on chromosome 3 interact at high frequency with the MuLV integration site. As shown in Fig. 3b, interacting regions have positive PC score values, indicating that this ERV integration preferentially interacts with other compartment A regions on chromosome 3. This data demonstrates that, just like non-repetitive loci, TE long-range interactions are guided by their compartment status and determined by the overall epigenetic status of their compartment rather than their specific chromatin marks. As a validation, interactions of an RLTR4 copy integrated on chromosome 8 in a B compartment region were examined. 

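The MuLV/RLTR4 region on chromosome 8 spans 43000001 to 43600000 and was called in both C57/Bl6 replicates and in no library of S6 B cells or ES cells. Its site at 43312714 to 43313020, on the minus strand, matches both primers in full and is intergenic, 5734 bp from Zfp42. It is the only region of this chromosome, on which 1 further primer site appears when up to 3 mismatches are allowed.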

Again, these reveal that most interactions occurred with regions in the same compartment (Fig. 3a, b). Given the limitation of having only one integration per chromosome, there are not many examples we can analyze. However, three additional examples of single RLTR4 integration events on chromosomes 14, 15, and 19 follow the same trend whereby interactions are restricted to regions within the same A compartment that they are integrated in, rather than to regions with the same epigenetic state (Additional file 1: Figure S5).

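On chromosome 14 the MuLV/RLTR4 region from 54000001 to 54800000 holds a site at 54536897 to 54537203, 4582 bp from Haus4, and had 4 windows in each C57/Bl6 replicate. The paper's Table S3 places the C57/Bl6 integration of this region elsewhere, at 54291848 to 54298356. On chromosome 19 the region from 60600001 to 61200000 holds a site at 60926292 to 60926598 in an intron of Grk5, with 3 windows in each replicate. Neither had a call in S6 B cells or ES cells. On chromosome 15 the region from 76400001 to 76800000 holds a site at 76560925 to 76561231, 15127 bp from Adck5, with 1 mismatch in the DpnII primer. It had 2 windows in each C57/Bl6 replicate, with p-values from 0.00126 to 0.0146, and was also called in both S6 replicates and in ES cells. Each of these chromosomes had 1 region and 1 site with up to 3 mismatches.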

**Fig. 3:**
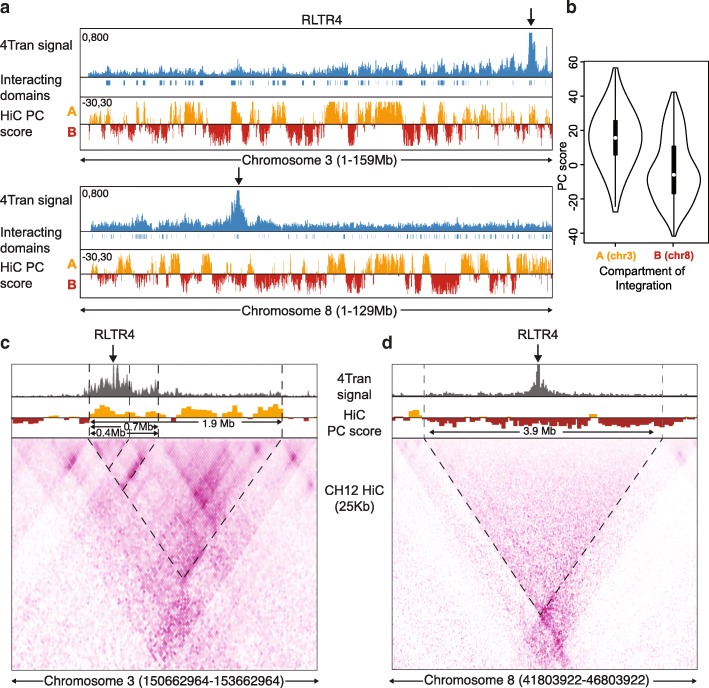
ERV interactions are constrained by the different levels of nuclear organization **a** Whole chromosome view of 4Tran-PCR signal for RLTR4 integrations on chromosomes 3 and 8. The single integrations shown for these chromosomes are highlighted with an arrow over the plot and the regions identified as significantly interacting with these sites are shown under 4Tran-PCR signal as boxes. Hi-C data is represented by the PC-score calculated for each 50 kb bin. A positive PC score is characteristic of A regions, while a negative score is associate with B regions. **b** Violin plots representing the PC score for all regions identified as interacting *in cis* with the RLTR4 integration in chromosomes 3 and 8. An integration in compartment A leads to contacts with other compartment A regions, while the reverse is true for an integration in compartment B on chromosome 8. **c**, **d** High-resolution 4Tran-PCR data is shown together with Hi-C from Ch12 B cells. Hi-C is shown using both principal component score and 25 Kb-bins. Dashed lines highlight regions of high 4Tran-PCR signal and borders of domains, as described in the “Results” section

We next examined whether the local interactions of transposable elements are confined within smaller architectural structures such as TADs [7, 66]. Here, we took advantage of the high-resolution Hi-C CH12 data to directly compare with 4Tran-PCR signal. Hi-C data revealed that the RLTR4 integration on chromosome 3 element is integrated in a small domain of approximately 0.4 Mb which is insulated from its immediate upstream region and is a substructure of two wider (0.7 and 1.9 Mb) nested domains that expand downstream of the MuLV integration site (Fig. 3c). 4Tran-PCR signal portrays the same architecture, with the strongest signal located within the 0.4 Mb domain. Interactions are dramatically reduced in the regions immediately upstream, indicative of strong insulation of the 0.4 Mb domain from its flanking regions. Furthermore, even though the regions upstream of the RLTR4 integration are closer on the linear chromosome, 4Tran signal is much stronger downstream of the RLTR4 element and constrained by the two subdomains of the larger 1.9 Mb domain. In contrast, the RLTR4 integration on chromosome 8 is much less structured, likely because it is located in a large 3.9 Mb compartment B domain (Fig. 3d). Similarly, 4Tran signal from this RLTR4 integration decays linearly and symmetrically with distance from the ERV site and is constrained by the borders of the domain detected by Hi-C. Taken together, these results indicate that both local domain structure and organization of the genome into compartments influences the manner in which TEs interact with other loci. It is important to note that low sequencing depth 4Tran signal (2–10 million reads) achieves a similar resolution to billions of Hi-C reads. Thus, 4Tran-PCR can be used to easily assess both local and long-range interactions from transposable elements.

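Of the 1 Mb region called on chromosome 3, 669 kb lay after the MuLV/RLTR4 site and 331 kb before it. The window that holds the site, from 152200001 to 152400000, has a p-value listed as 0 in both replicates. The window before it had p-values of 2.43e-08 in replicate 1 and 0.000344 in replicate 2. The first window after it is listed at 0 and 1.05e-11, the second at 7.95e-12 and 1.02e-06, and the third, which ends at 153000000, at 0.0139 and 0.00482. In both replicates the first 2 windows downstream thus had smaller p-values than the window upstream, where no further window was called.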

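On chromosome 8, the window with the MuLV/RLTR4 site, from 43200001 to 43400000, has a p-value listed as 0 in both replicates, and 1 window was called on each side of it. The upstream window had p-values of 0.0104 and 0.0243 in replicates 1 and 2, and the downstream window 6.58e-05 and 0.0207. The region extends 313 kb before the site and 287 kb after it. From the domains on chromosomes 3 and 8, the paper concludes that local domain structure and compartments both shape the contacts of a TE.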

Identifying interactions from individual TEs using 4Tran-PCR works optimally if insertion sites are well separated on the linear chromosome. However, 4Tran-PCR can confound the characterization of interactions from TE integrations in close proximity and it is thus best suited for analysis of TEs with relatively low copy number integrations. Under these circumstances, it can be assumed that interactions are captured from the nearest site, as by definition regions in the same domain interact at higher frequency than with the rest of the genome. A further drawback of 4Tran-PCR is that it is less efficient at amplifying interactions from families with highly divergent sequences, as it relies on the presence of two PCR primers and two restriction enzyme sites. To address these issues, we developed a second variant of 4Tran, Capture-4Tran.

### Capture-4Tran identifies pairwise interactions from TEs

Capture-4Tran overcomes the problems related to repetitive sequence mappability by combining paired-end sequencing with biotinylated oligonucleotides that hybridize to the 5′ or 3′ end of a TE integration site. It can therefore be used to uniquely identify interactions from individual TE insertions. To test the feasibility of this approach, we first performed Capture-4Tran for the IAPEz family, which is one of the youngest and more homogeneous ERVs in the mouse genome. We performed a pilot experiment at low-sequencing depth using a probe based on the consensus sequence of the LTR that is most commonly associated with the IAPEz element, IAPLTR1a. As shown in Additional file 1: Figure S6, this strategy allowed unique mapping of interactions from IAPLTR1a elements, consisting of either a solo LTR or full-length insertions. Up to 30.5% of all interactions that we uniquely aligned in our Capture-4Tran experiment have at least one side mapped to an IAPLTR element demonstrating the ability of our probe to enrich for the desired fragments.

We next tested if Capture-4Tran is able to identify interactions from slightly older TEs that are therefore less homogeneous in sequence, but may have greater potential for being coopted for adjacent gene regulation [36, 42, 67]. For this we focused on the MER41 LTR elements in the human genome. MER41 represents the LTR of an endogenized gamma-retrovirus that entered the anthropoid primate lineage 45–60 million years ago [45]. In the human genome there are currently 7190 MER41 copies divided into 6 subfamilies (A–E, G), which range on average from 83 to 91% nucleotide similarity to their respective consensus sequence [52]. To identify MER41-mediated interactions, we designed a probe of 120 nucleotides around DpnII restriction enzyme sites in the MER41B consensus sequence (Fig. 4a) (a subfamily of MER41 that contains STAT1 binding sites). HeLa cells treated with interferon gamma (IFNγ) were selected to test the ability of this probe to enrich for MER41 interactions as this system was previously used to demonstrate the involvement of a subset of MER41 elements as interferon-inducible enhancers regulating adjacent immune genes [45]. Using Blastn, we predicted that 3452 (49.8%) individual MER41 copies would be captured by our probes (1790 MER41A, 1609 MER41B, and 180 MER41C) (Fig. 4b).

**Fig. 4:**
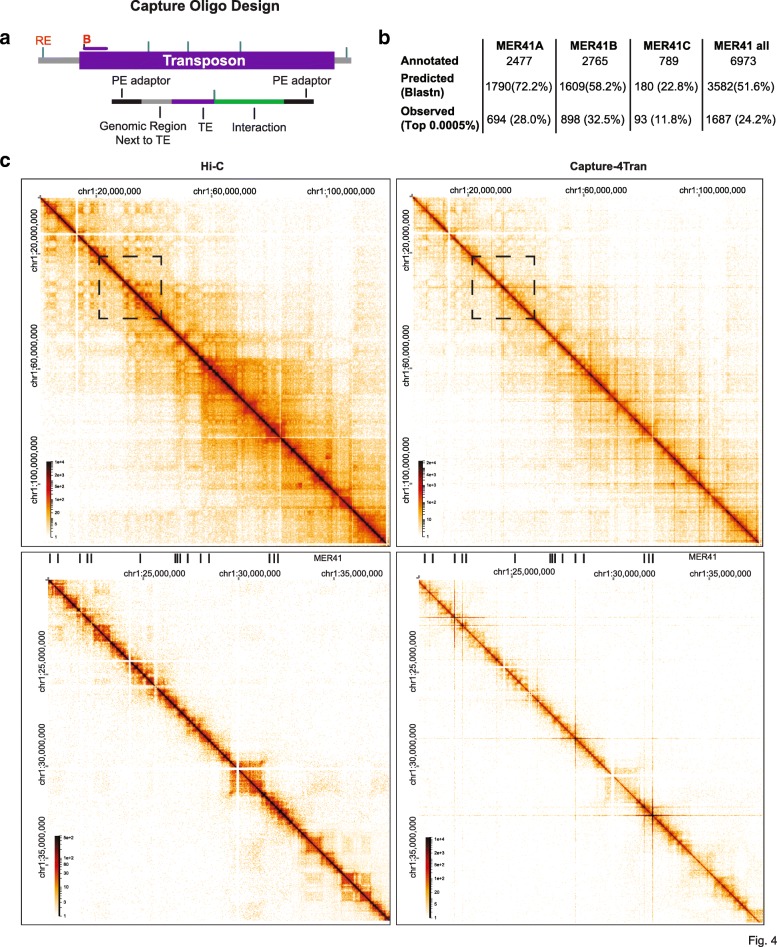
Capture-4Tran identifies pairwise interactions from TEs **a** Scheme of probe design for Capture 4Tran. Blue lines represent the location of the restriction enzyme site. Biotinylated oligonucleotides are shown with a letter B. This procedure generates reads associated with the TE of interest, the genomic region adjacent to the TE, and an interaction involving the TE. **b** Table representing number of annotated, predicted and observed MER41 LTR elements. The 3 MER41 subfamilies that our MER41 oligonucleotide binds to is shown. Percentages relate to the total number of annotated MER41 elements in HeLa cells. **c** Hi-C and Capture-4Tran using the MER41 probe. Boxes in the top panels show zoomed in views from the bottom panels. Data from two replicates was combined for visualization

In addition to the Capture-4Tran library, we sequenced a Hi-C library for comparison. Capture-4Tran yielded ~ 291 times more sequencing reads associated with MER41B-mediated interactions than the Hi-C approach (5 million unique contacts out of 19.0 million versus 55.0 thousand out of 61 million contacts in Hi-C). The reads generated a contact matrix that is clearly distinct from a Hi-C matrix in that TADs and compartments are no longer distinctly visible. Instead, strong horizontal and vertical lines stand out that are centered at the diagonal of the matrix and emanate from MER41 elements (Fig. 4c). To determine whether the MER41 probe hybridized to DpnII fragments not predicted by Blastn analysis, we calculated the number of reads per DpnII fragment and considered only those belonging to the top 0.005% (see the “Methods” section for details). Altogether, 1766 DpIIn fragments representing 1687 distinct MER41 LTR elements were detected. In addition, 272 fragments that were not predicted by Blastn were identified, of which 183 contained MER41 elements and the remaining 86 (representing less than 5% of all captured fragments) corresponded to regions without annotated MER41 elements (Fig. 4b). Thus, using a single oligonucleotide we are able to detect a substantial fraction of copies (24.2%) from an abundant and relatively ancient TE family with a high rate of specificity (95%). The small percentage of off-target enrichment suggests that inclusion of a few extra probes hybridizing to other regions of the consensus sequence, or targeting the consensus sequence of other MER41 subtypes (here an oligo targeting only MER41A, B and C was used) would easily allow capture of the remaining family of MER41 LTR elements.

### Characterization of significant interactions from MER41 elements

The Chicago pipeline was used to identify specific pairwise interactions between MER41 elements and other genomic regions [68]. Using a Chicago score threshold of 7.5, 4913 interactions from 943 MER41 elements were detected in HeLa cells treated with IFNγ and 2107 interactions from 461 MER41 elements in control HeLa cells. A mean value of 6.3 interactions (median value of 2) per bait was identified (Additional file 1: Figure S7a). The difference in the absolute number of interactions identified could be due to the sequencing depth of the samples, therefore to account for this we performed differential analysis based on the read count at the interactions using DESeq2. We detected 9 interactions with differential contact frequency (Additional file 2: Table S4) after IFNγ induction (see the “Methods” section for details). Since the majority of interactions are stable between the control and treatment cells, we merged the interactions that were not called as differential (6004 unique contacts) for downstream analysis.

To characterize the MER41 elements captured by our probe, we obtained all ChIP-Seq datasets available for HeLa cells from ENCODE and overlapped enrichment peaks with the MER41 elements captured by our probe. Of the 327 MER41 elements that overlapped with a peak, the majority were bound by STAT1. (Fig. 5a). Although most of the MER41 elements were not enriched for any ChIP-Seq signal (Fig. 5b), we did not observe a difference in the mappability score or the number of interactions of these elements from those that did overlap with detected ChIP-Seq peaks (Additional file 1: Figure S7c, d), which suggests that lack of ChIP-Seq signal is not related to problems arising from alignment caused by MER41 repetitiveness.

**Fig. 5:**
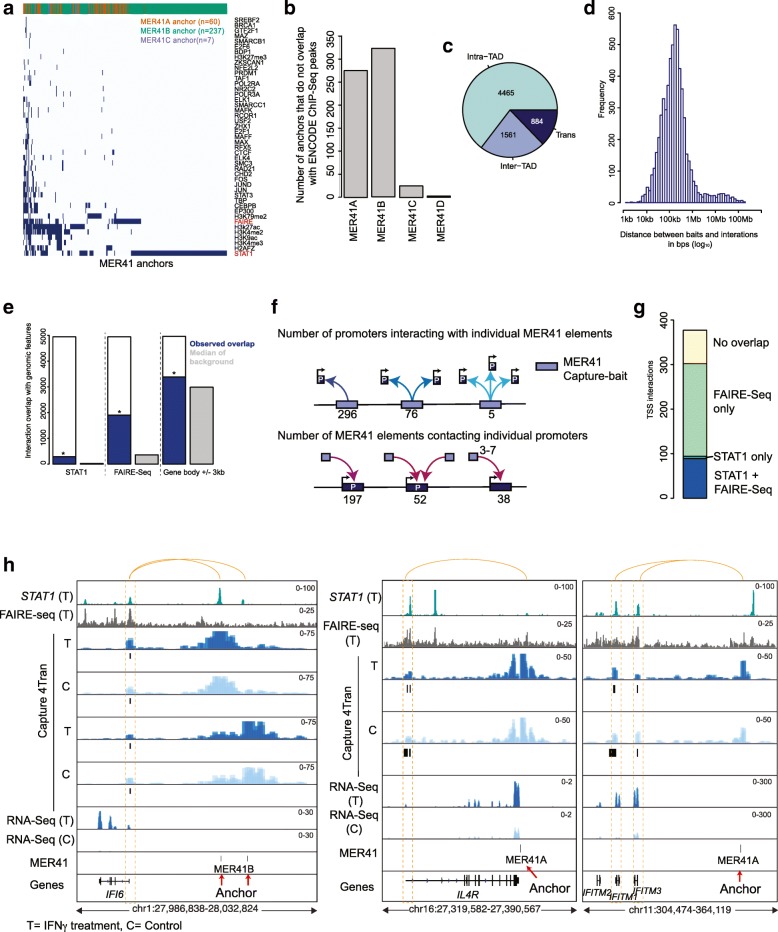
Interactions involving MER41 elements. **a** Overlap of MER41 anchors with ChIP-Seq peaks from ENCODE. Only STAT1 and FAIRE-Seq data were derived from HeLa cells treated with interferon-γ. **b** Breakdown of the MER41 anchors that do not overlap with any ChIP-Seq peaks. **c** Interactions are classified whether they are in *cis* (same chromosome) or trans (other chromosomes) and *cis* interactions are further divided based on whether they are in the same TAD as the MER41 anchor element. **d** Histogram of the distance between MER41 anchors and their *cis* interactions. **e** Overlap of interactions (± 1 kb) with STAT1 ChIP-Seq peaks, FAIRE-Seq peaks and gene bodies ± 3 kb. The background regions were generated based on randomly shuffling the position of the interactions on the same chromosome and calculated the overlap with each feature (median of 1000 iterations displayed). Significance was calculated based on the number of times an overlap with the randomized interaction positions is greater than observed and divided by 1000. **f** Representation of the number of promoters each MER41 element was found to interact with (top panel) and the number of MER41 elements contacting each promoter (bottom panel). **g** Number of TSS interactions that overlap with STAT1 or FAIRE-Seq peaks. **h** Genomic tracks of STAT1 ChIP-Seq signal, FAIRE-Seq signal and Capture 4Tran data from HeLa cells with (T) and without IFNγ treatment. Black boxes below Capture 4Tran data represent interactions identified by Chicago (C). Red arrow represents the MER41B anchor and the orange dotted rectangle represents the interaction at the IFI6, IL4R, IFITM1, and IFITM3 promoter

We verified the position of the interactions relative to TADs in Capture-4Tran data from both control and IFNγ treated cells and as expected, we observed that ~ 75% of interactions occurred between loci within the same TAD as the MER41 element (Fig. 5c). In line with this observation, the median distance between MER41 capture-baits and their *cis* interactions was found to be ~ 162.6 kb (less than the average size of TADs). (Fig. 5d). Next, we asked whether loci that interact with MER41 are significantly enriched for STAT1 binding and open chromatin marks as assessed by FAIRE-Seq. The overlap of interactions with STAT1 peaks, FAIRE-Seq and gene bodies was found to be significant for all these features compared to randomized backgrounds (Fig. 5e). MER41 elements also interacted more frequently with gene-rich regions than expected by chance (Additional file 1: Figure S7b). Furthermore, a small number of interactions occur between MER41 elements (Additional file 1: Figure S7e).

We next assessed MER41 interactions with the promoter region of genes (TSS ± 2 kb) and focused on the most frequent contacts (Chicago interaction score > 10 and a linear distance less than 5 Mb from the MER41 anchor) and identified 377 interactions (Additional file 2: Table S5). In general, each MER41 element contacted a single promoter; however, some elements interacted with 2 or more promoters (Fig. 5f). In addition, most promoters were found in contact with 1 or 2 MER41 elements, with 38 out of 287 contacting multiple MER41 elements (Fig. 5f). The majority of the interactions that overlapped within 2 kb of a TSS site have either a STAT1 or FAIRE-Seq peak (Fig. 5g). Of the 175 genes induced upon interferon gamma (IFNγ) treatment identified by microarray analysis (see the “Methods” section for details) [7], only three genes, *IFI6*, *IFITM1*, and *IL4R*, significantly interacted with a MER41 LTR element (Fig. 5h). Other genes that are not affected by IFNy treatment such as *SERPINB6*, also interacted with MER41B elements (Additional file 1: Figure S8a) suggesting that these interactions might be mediated by other transcription factors or require additional factors for gene activation.

It has previously been established that a MER41B element located ~ 20 kb downstream of *IFI6* contributes to its IFNγ-mediated transcriptional upregulation. Specifically, deletion of this element leads to an approximately twofold reduction in the level of IFNγ-mediated IFI6 transcripts [45]. Capture-4Tran data clearly indicates that this MER41B LTR integration is engaged in an interaction with the promoter of *IFI6* (Fig. 5h). Moreover, 4Tran identified a second MER41B element inserted further upstream in contact with the *IFI6* promoter, suggesting that this element could also contribute to the regulation of *IFI6*.

4Tran also captured an interaction between the *IFIMT1* and *IFITM3* genes and a MER41A element downstream of these genes (Fig. 5h). This element is within a cluster of several MER41 elements and is immediately upstream of a STAT1 binding site. It is of note that a previous study aimed at identifying enhancers of the *IFITM* genes, used CRISPR to delete sequences in the region encompassing the MER41A element and found that those overlapping the STAT1 binding site act as an important enhancer of the *IFITM1* cluster of genes [69]. Thus, it is possible that the interaction between the MER41A and the IFITM genes is responsible for, or contributes to the contacts between the STAT1 binding region and the IFITM promoters. However, although both *IFI6* and *IFITM1* are strongly up-regulated by IFNγ in HeLa cells, the contacts between MER41 elements and the promoters are established prior to treatment, indicating that STAT1 binding is not responsible for initiating the physical regulatory interactions at these loci.

A subset of genes known to be regulated by MER41 elements in response to IFNγ in HeLa cells such as *AIM2* [45] was not identified by Capture-4Tran. The most likely explanation is that these elements are too close to their target promoters on the linear chromosome (< 5 Kb) to be detected by this assay. Furthermore, our probe does not hybridize to some of the genes shown to be regulated by elements of MER41 subfamilies (e.g., the element regulating *AIM2* belongs to the family MER41E, which was not targeted by our probe). In sum, our analyses suggests that multiple MER41 elements in the genome might function as regulatory elements, and that Capture-4Tran can be used to identify these elements as well as a list of target genes that could be further validated using other experimental approaches.

### MER41 elements are involved in several potential regulatory interactions

As many interactions do not involve STAT1 (Fig. 5b), we also investigated whether other transcription factors bind to MER41 interacting regions. We divided the interactions into those that overlap TSS sites (± 3 kb), gene bodies or inter-genic regions. Most interactions at TSS sites overlapped with active histone marks (Fig. 6a), suggesting the genes they are associated with are active genes. In addition, we observed several clusters of interactions at TSSs gene bodies and intergenic regions that are bound by common factors such as a cluster of interactions bound by STAT3, EP300, JUN, and JUND or that overlapped with binding of the architectural proteins CTCF, SMC3, and RAD21(Fig. 6a).

**Fig. 6:**
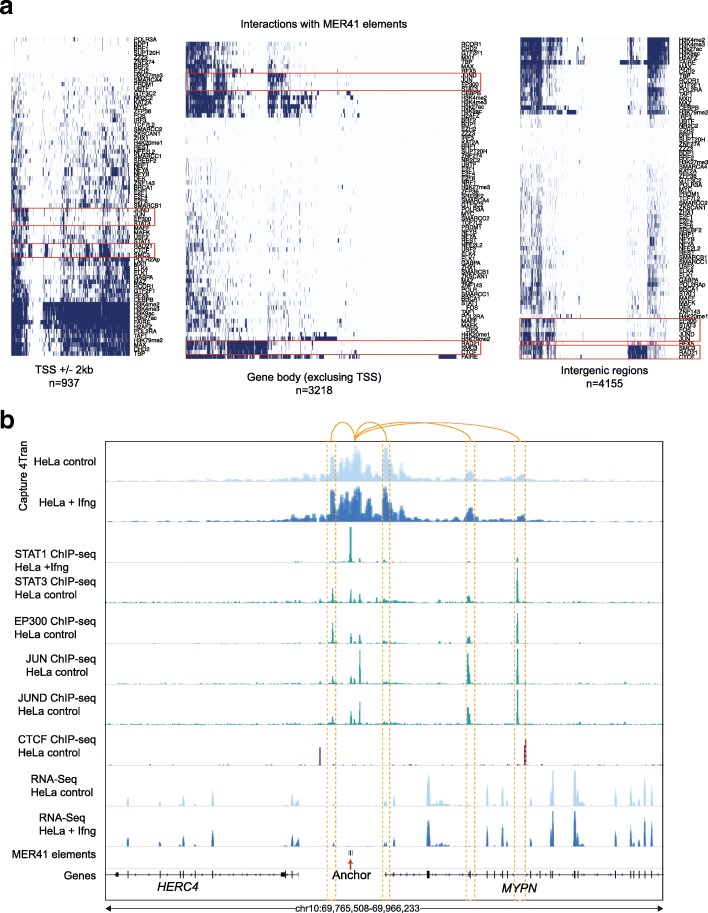
Interactions between MER41 elements and their overlap with transcription factor binding. **a** Overlap of interactions (± 1 kb) with several ChIP-Seq peaks from ENCODE. Interactions are separated based on whether they are at TSS sites, gene body or intergenic regions. **b** Genomic tracks of ChIP-Seq signal and 4Tran data from control and IFNγ treated HeLa cells. Red arrow represents the MER41B anchor and the orange dotted rectangle represents the interactions

We highlight an example of an interaction occurring with the *MYPN* gene, which encodes a protein specifically expressed in heart and skeletal muscle (Additional file 1: Figure S8b) [70]. This gene is not affected by IFNγ treatment, and its TSS is not bound by STAT1 (Fig. 6b). The MER41 element upstream of the gene promoter is bound by STAT1 and interacted with regions that are bound by other transcription factors. The majority of interactions in this region seem to be restricted by a CTCF binding sites ~ 10 kb upstream of the MER41 elements and another one in an intron of the *MYPN* gene, suggesting that the regulation of this gene is most likely through an element in this domain. The examples provided here show that we can identify the transposable elements that engage in long-range genomic interactions as well as the target genes that they might regulate.

## Discussion

We utilized a set of 3C-based tools that takes advantage of the repetitive nature of transposons to study how they impact nuclear organization. Our findings provide insight into how transposons interact with other components of the genome, including host genes, and are themselves influenced by chromosome organization. Specifically, we established two different iterations of chromosome conformation capture, a PCR and a Capture-based variant that we collectively call 4Tran. We applied these tools to endogenous retroviruses that have retained the ability to replicate and insert themselves elsewhere in the genome and show that 4Tran can detect both fixed insertions and those that remain polymorphic in the population. Interestingly, young ERVs that have integrated into an active A compartment engage in long-range interactions with other A compartment loci of the genome, despite being heterochromatically silenced (as judged by H3K9me3 enrichment). In addition, we find that chromatin interactions of ERVs are mostly delimited by the organization of chromosomes into smaller, highly self-interacting domains and their chromosomal looping is largely restricted to these regions. Finally, we demonstrate that Capture-4Tran can be used to identify TEs that establish direct looping interaction with adjacent host gene promoters and thereby likely modulate host gene transcription.

The choice between use of the PCR-based and the capture-based variants of 4Tran will depend on the biological question. 4Tran-PCR works best with younger TE families that have a moderate number (up to a few hundred) of integration events with high sequence similarity between different copies. It provides high-depth sequencing data at low cost, is easier to implement than Capture-4Tran, and can be used to characterize long-range TE contacts and boundaries of domains that restrict their local interaction. Capture-4Tran, on the other hand, can be used for analysis of younger TEs, as well as older families with high sequence divergence. Indeed, it bypasses most of the limitations of 4Tran-PCR, including small size and it is highly specific for the elements it captures. As a result, it can be used to study high copy number transposons such as SINEs, LINEs, and solo LTRs.

A number of recent studies have focused on the role of transposons in gene regulation. In the absence of a chromosome conformation capture tool, TE influence has been examined in the limited context of the nearest gene. However, TEs can participate in both long- and short-range interactions and could potentially be involved in the regulation of multiple target loci. 4Tran therefore provides a tool for more precisely defining the extent of this control and identifying TE-mediated interactions with specific promoter regions.

Capture-4Tran has a clear advantage over promoter Capture Hi-C [47], which enriches for all DNA interactions involving gene promoters. For example, it will only enrich for promoter interactions if a gene is in contact with the TE of interest. This results in reduced numbers of uninformative reads and thus a lower sequencing depth is required, making it more affordable to analyze replicates and compare different conditions. Moreover, by designing a capture probe next to the TE integration site, it is possible to detect exactly which repetitive element is engaged in an interaction with a gene promoter, while analysis of promoter-based contacts is less likely to identify interactions with the repetitive portion of younger TEs with a low level of sequence divergence between copies.

Capture-4Tran results are consistent with a model in which a subset of MER41 elements act as interferon-inducible enhancers that contribute to STAT1-mediated transcriptional activation of interferon sensitive genes in response to pathogen infection. Our results show that MER41 elements function as a prototypical enhancer by making contact with the promoters of flanking genes. Furthermore, our analysis uncovers many direct MER41-gene associations that further support the notion that these primate-specific endogenous retroviruses have a substantial impact on gene regulation in human cells and represent an important force driving the regulatory evolution of the primate innate immune response. These experiments add to a growing body of evidence demonstrating two types of enhancer-promoter contacts: stable and dynamic. Stable contacts, such as the majority of enhancer-promoter contacts identified during a TNFα response, are formed prior to signaling [71]. These are consistent with our observations for MER41 in IFNγ stimulated cells. Similarly, genes activated under conditions of hypoxia by the HIF transcription factor are engaged in stable DNA contacts with their enhancer elements [72]. In contrast, DNA enhancer promoter loops can be dynamically rewired during differentiation and cell-type-specific DNA contacts established only when enhancers are activated by binding of cell-type-specific transcription factors [66, 73–78] . The situation in *Drosophila* contrasts with the findings from mammalian studies showing that pre-established loops connect enhancers and promoters even before gene activation in early development [79]. The fact that both interferon and TNFα responsive genes establish loops with similar dynamics suggests that there is a fundamental difference between transcriptional responses to stress/pathogens and those underlying developmental transitions. It is tempting to speculate that the interferon response is similar to TNF-α signaling and that there is a fundamental difference between transcriptional responses to stress/pathogens and those underlying developmental transitions.

Despite major advances in the field since the development of chromosome conformation, there is still a lot to be learned about the role of nuclear architecture in gene regulation. In particular, our knowledge of the contribution of TEs in these processes is lagging behind because of an absence of tools amenable to their analysis. Here, we provide the first 3C-based approach for addressing this question. 4Tran is important for learning how TEs such as MER41 influence transcription of host genes, and this in turn provides new insight into the mechanisms by which TEs contribute to the evolution of gene regulatory networks. Furthermore, 4Tran can be used to study the impact of TEs in disease settings such as cancer where the methylation status of the genome is altered and transposons become activated [80, 81].

## Conclusions

It is well established that TEs represent an important source of genetic variation [42]. These mobile elements were first identified in the late 1940s by Barbara McClintock, who named them controlling elements for their ability to affect gene expression in maize [39, 40]. However, it has only recently become apparent that TEs bound by transcription factors [35, 41] can have a major impact on gene regulation [42, 45]. Indeed, the spreading of multiple TF motifs in the genome by transposons is thought to be important in driving the evolution of gene regulatory networks. In addition, TEs have contributed to the organization of mammalian genomes by propagating binding sites, for the architectural protein, CTCF [35, 82]. However, it should be noted that not all TE integrations influence chromosome folding and gene expression as some do not harbor binding sites for regulatory factors and those that do, are often actively repressed [21] and/or lose these sequences over time [46]. We used 4Tran to characterize interactions between TEs and neighboring regions and to determine how they are physically organized in the nucleus. Here we show the usefulness of this approach in identifying contacts between transposons and the promoters of genes whose expression these elements have the capacity to control.

## Methods

### Mice

All mice used here were of wild-type inbred strains. Animal care was approved by Institutional Animal Care and Use Committee. Protocol number is 160704-02 (NYU School of Medicine). Young mice of less than 12 weeks were used in all experiments.

### Preparation of template for 4Tran-PCR

4C-Seq material was prepared from the following murine cells: embryonic stem cells, embryonic fibroblasts, and splenic B cells. Starting material for each sample was 10 million cells. The 4C template material prepared from mouse embryonic stem cells was previously described [15, 83]. These ES cells are from the ATCC cell line #CRL-1821 and were obtained from a 129/Ola mouse strain. Mouse embryonic fibroblasts were prepared from E13.5 embryos of the 129S1 strain. Embryos were isolated from timed-matings and dissociated using trypsin after removal of internal organs and decapitation. Cells were cultured for two passages before 4C material preparation. Resting mature splenic B cells were isolated as previously described [84] using magnetic beads for CD43 depletion from either C57/Bl6 Taconic mice (C57BL/6NTac) or from 129S6 mice also from Taconic (129S6/SvEvTac). Processing of 4C material was performed as described previously [64] using DpnII and Csp6I as enzymes for DNA digestion. Briefly, cells were fixed with formaldehyde and digested in situ with DpnII. Following cell-lysis DNA fragments were diluted to favor proximity-mediated ligation. Concatemers of DNA fragment ligations were subsequently digested with Csp6I and religated upon dilution. 4C template was then amplified by 30 PCR cycles using 1 μg of DNA divided by ten 50 μl PCR reactions. Data is not shown here but we have also successfully tested in situ ligation by simply omitting the SDS treatment step following digestion with the primary restriction enzyme. Library amplification was done using Illumina single end adaptors, however, the protocol also works with paired-end adaptors which are necessary for Illumina machines (Nextseq and Miseq for example). A list of samples generated in the study can be found in Additional file 2: Table S1 and a list of primers used for amplification can be found in Additional file 2: Table S2.

### Bait design and 4Tran-PCR

For each TE, 4C-Seq primers were designed to the consensus sequence obtained from Repbase. We then designed our algorithm to find all possible primer pairs based on the desired enzyme digestion. To be considered as a potential bait, the following criteria are required: 300 bp separating primary enzyme restriction sites and 150 bp between primary and secondary enzyme restriction site. For these locations a 20-nucleotide primer is designed that includes the primary restriction enzyme site and the second primer is designed using the default parameters of Primer 3. We used annotations from Repeatmasker based on the “-int” sequence for all repeats except RLTR4 where both the “-int” and solo LTR sequences were included since our probe was able to capture many solo LTRs.

### 4Tran-PCR analysis

Single-end reads were mapped to a reduced genome of unique 25 bp fragments adjacent to DpnII sites (mm10) using bowtie2 [85] as per the details described in 4C-ker [65]. Reads that map to the Encode blacklist regions were removed from downstream analysis [86]. To remove fragments that arise from self-ligation or incomplete digestion, only counts below a quantile of 99.9% were retained. For visualization, we generated counts in 100 kb windows, overlapping by 25 kb. In addition, to decrease the effect of PCR artifacts, counts in each window that are greater than the 75% quantile were reduced to that value. To define “observed baits,” we used read counts obtained in 100 kb non-overlapping windows. A *z*-score was then defined for each window based on the mean and standard deviation across all windows in the genome. Finally, an FDR adjusted *p* value was calculated based on fitting to a normal distribution and enriched windows were defined based on *p* values smaller than 0.05. Windows separated by 100 kb were merged. Only those windows identified in both replicates were called as observed baits. To determine the location of predicted baits, we used the UCSC in silico PCR tool. One of the primers for each bait was input as the reverse complement and the lowest stringency mismatch option (15 nucleotides) was chosen. To determine the regions interacting most frequently with specific TE integration events (Fig. 3), we used the 4C-ker pipeline by performing cis analysis using a k of 10.

### Preparation of Hi-C and Capture-4Tran material

Murine B cell material was prepared as described in the section above. Human HeLa F2 cells were generous gifts from Cedric Feschotte and Edward Chuong. Cells were treated for 24 h with 1000 U/ml of recombinant human IFNγ (cat# 11500-2, PBL assay science). Following treatment cells were fixed with Formaldehyde for 4Tran-Capture as well as Hi-C. To verify that cells responded to interferon treatment, RNA was collected and expression of the *IFI6* gene was measured by reverse transcriptase quantitative PCR. Primers can be found in Additional file 2: Table S2.

### Capture-4Tran and Hi-C

Our approach was adapted from two published protocols. The Hi-C part of the protocol was performed mostly as described in [87]. Ligation of adaptors and Ilummina indices as well as DNA capture were performed  as detailed in [51]. Briefly, 10 million HeLa cells per replicate and condition were washed with PBS, trypsinized and spun down before resuspension in media containing 2% formaldehyde. Fixation was done for 10 min at room temperature and stopped by adding Glycine. Nuclei were obtained after lysis on ice for 30 min with 10 mM Tris-HCl pH 8, 10 mM NaCl, 0.2% Igepal CA-630 and 1 Roche Complete EDTA-free tablet. After 10 min treatment with 0.1% SDS at 37 °C, nuclei were incubated with Triton 10% for 10 min also at 37 °C. Nuclei were then suspended in 1X DpnII buffer (NEB) and chromatin digested overnight with 400 U of DpnII (NEB) at 37 °C. Following an additional 4-h incubation with extra 400 U of DpnII, digestion was stopped by 65 °C incubation for 30 min. DNA ends were then filled in with dATP-Biotin using polymerase klenow for 60 min at 37 °C. Ligation was performed in situ overnight (with nuclei intact) using 2000 U of T4 DNA ligase from NEB (M0202) at 16 °C. Decrosslinking was performed overnight with proteinase K at 65 °C. Following two phenol chloroform extractions the efficiency of biotin fill in was verified using PCR and digestion with ClaI (primers in Additional file 2: Table S2). Forty micrograms of unligated biotin ends was removed by incubation with T4 DNA polymerase for 4 h at 20 °C. DNA fragments were then sonicated using an LE Covaris 220 instrument using 450 PIP, 30% duty factor, 200 cycles per burst for 60 s. Following sonication, DNA fragments were end-repaired using T4 DNA polymerase, T4 PNK and Klenow polymerase (all from NEB). DNA fragments were then bound to Streptavidin C1 beads and washed following manufacturer’s instructions and using 150 μl per 2.5 μg of sonicated DNA. A-tailing and adaptor ligation was then performed with DNA fragments bound to beads. A-tailing was done using Klenow polymerase without 3′ exonuclease activity. For ligation, adaptors from the NEBNext DNA library prep reagent set (E6040) were used and ligated overnight. Following ligation, enzyme USER treatment was used to open the stem loop. Hi-C library amplification was then amplified using 7 PCR cycles, with Phusion polymerase and PCR primers from NEBNext Multiplex Oligos for Illumina (E7335) and resulted in approximately 1 μg of Hi-C material. For the Hi-C sample, preparation was stopped here and the sample corresponding to material treated with Interferonγ sequenced. For Capture, we used the Nimblegen SeqCap EZ hybridization and wash kit (05634261001), Nimblegen SeqCap EZ accessory kit v2 and Nimblegen SeqCap EZ HE-oligo kit. Briefly, 1 μg of Hi-C material was incubated at 42 °C for 48 h with 2.89 μmol of a MER41 biotinylated DNA oligo according to Nimblegen’s instructions. Following recommended washes, beads were amplified using 8 cycles, with the Post-LM-PCR Oligos 1 & 2 oligos described in Nimblegen’s kit and Kappa 2× PCR master mix. This yielded approximately 700 ng of DNA, which was used for a second round of capture as described above for 24 h. Final amplification of libraries following second capture was done using 5 PCR cycles. In total 20 PCR cycles were used to amplify the libraries and approximately 100 ng of material were prepared for sequencing using Illumina Nextseq paired-end 50 base pair reads.

### Hi-C and Capture 4Tran-capture analysis

Processing of Hi-C and Capture-4Tran reads was performed using Hicup [88]. Reads were mapped to the hg19 genome. Prediction of sites that hybridize to the MER41 probe was performed using Blastn from ensemble (ensembl.org) with default parameters, without Repeatmasker filtering and allowing for up to 5000 hits. To detect fragments with high number of long-range interactions, each end of a mapped read-pair was first assigned to a restriction fragment in the genome using juicertools. Any read pairs that were within 100 fragments were removed. For the remaining interactions, the number of unique reads was counted and a quantile cut-off of 0.0005 was used to select the observed fragments with a high number of reads. This number was selected based on the percentage of DpnII fragments that Blastn predicts which are enriched by our oligonucleotide. Chicago [68] was used to identify interactions using the default parameters with a score cut-off of 7.5 on 2 replicates. The DpnII fragments with high number of reads were used as the baits (anchors) in Chicago and any fragment that did not overlap with a MER41 element was removed from downstream analysis (48/992). We used Cooler (github.com/mirnylab/cooler) to process the data and HiGlass (higlass.io/) to visualize Capture-4Tran and Hi-C results. Normalization of the Capture-4Tran data was performed using DESeq2 on read counts in 1 kb bins overlapping by 500 bp in a 1 MB region around the bait. Normalized bedGraph files were used for visualization of data in IGV.

Differential analysis for the 6026 interactions was performed using DESeq2. The input for the analysis was the counts in the interacting region for each sample (2 replicated per condition) and adjusted *p* value cut off of 0.01 and a log2 fold change of 2 was used to call significant interactions.

### Published Hi-C data analysis and Capture-4Tran analysis

Paired-end reads were mapped separately using bowtie 2.0.1. Downstream analysis was performed using Homer default parameters to obtain the count matrix and PCA scores to determine A and B compartment composition.

### Published transcriptional data analysis of interferon treatment

To identify genes upregulated by interferon treatment in HeLa cells we used a microarray dataset [89] as this study contained three different replicates for each condition and was therefore more reliable. To identify upregulated genes we used the GEO2R tool from the NCBI GEO website (ncbi.nlm.nih.gov/geo) and used as criteria a log fold change of 1 and an adjusted p-value of 0.05. To identify all genes that are potentially expressed in HeLa cells we used RNA-seq data (SRR2992615-48Hr Control, SRR2992616-48Hr IFNγ, SRR2992619-72Hr Control, SRR2992620-72Hr IFNγ) [90]. Single-end RNA-Seq data was mapped to the hg19 genome using Tophat v2.1.1 (--no-coverage-search –N 0 --b2-very-sensitive). Htseq-counts was used to count the reads per gene using the hg19 Refseq annotation of genes. The counts were then normalized using DESeq2 for sequencing depth and further for gene length by dividing the normalized count by gene length and multiplying by 1e3.

## Additional files

Additional file 1: Supplementary Figures. This file contains all the supplementary figures for this paper.

Additional file 2: Supplementary Tables. This file contains 5 supplementary tables for this paper. **Table S1.** List of 4Tran samples. **Table S2.** List of oligos used for 4Tran. **Table S3.** Integration differences between mouse strains with annotations of sequence variants from the Mouse Genome Project Database. **Table S4.** Differential interactions. **Table S5.** List of Potential Regulatory Interactions.

## References

[1] Rocha PP, Raviram R, Bonneau R, Skok JA (2015). Breaking TADs: insights into hierarchical genome organization. Epigenomics.

[2] Bonev B, Cavalli G (2016). Organization and function of the 3D genome. Nat Rev Genet.

[3] Fraser J, Williamson I, Bickmore WA, Dostie J (2015). An overview of genome organization and how we got there: from FISH to hi-C. Microbiol Mol Biol Rev.

[4] Nicodemi M, Pombo A (2014). Models of chromosome structure. Curr Opin Cell Biol.

[5] Denker A, de Laat W (2016). The second decade of 3C technologies: detailed insights into nuclear organization. Genes Dev.

[6] Lieberman-Aiden E, van Berkum NL, Williams L, Imakaev M, Ragoczy T, Telling A, Amit I, Lajoie BR, Sabo PJ, Dorschner MO (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[7] Dixon JR, Selvaraj S, Yue F, Kim A, Li Y, Shen Y, Hu M, Liu JS, Ren B (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[8] Dekker J, Mirny L (2016). The 3D genome as moderator of chromosomal communication. Cell.

[9] Nora EP, Dekker J, Heard E (2013). Segmental folding of chromosomes: a basis for structural and regulatory chromosomal neighborhoods?. Bioessays.

[10] Schmitt AD, Hu M, Ren B (2016). Genome-wide mapping and analysis of chromosome architecture. Nat Rev Mol Cell Biol.

[11] Krijger PH, de Laat W (2016). Regulation of disease-associated gene expression in the 3D genome. Nat Rev Mol Cell Biol.

[12] Hnisz D, Day DS, Young RA (2016). Insulated neighborhoods: structural and functional units of mammalian gene control. Cell.

[13] Corces MR, Corces VG (2016). The three-dimensional cancer genome. Curr Opin Genet Dev.

[14] Lupianez DG, Spielmann M, Mundlos S (2016). Breaking TADs: how alterations of chromatin domains result in disease. Trends Genet.

[15] Narendra V, Rocha PP, An D, Raviram R, Skok JA, Mazzoni EO, Reinberg D (2015). CTCF establishes discrete functional chromatin domains at the Hox clusters during differentiation. Science.

[16] Hanssen LLP, Kassouf MT, Oudelaar AM, Biggs D, Preece C, Downes DJ, Gosden M, Sharpe JA, Sloane-Stanley JA, Hughes JR, et al. Tissue-specific CTCF-cohesin-mediated chromatin architecture delimits enhancer interactions and function in vivo. Nat Cell Biol. 2017;19(8):952–61.10.1038/ncb3573PMC554017628737770

[17] Treangen TJ, Salzberg SL (2011). Repetitive DNA and next-generation sequencing: computational challenges and solutions. Nat Rev Genet.

[18] Huang CR, Burns KH, Boeke JD (2012). Active transposition in genomes. Annu Rev Genet.

[19] Byrd K, Corces VG (2003). Visualization of chromatin domains created by the gypsy insulator of Drosophila. J Cell Biol.

[20] Cournac A, Koszul R, Mozziconacci J (2016). The 3D folding of metazoan genomes correlates with the association of similar repetitive elements. Nucleic Acids Res.

[21] Friedli M, Trono D (2015). The developmental control of transposable elements and the evolution of higher species. Annu Rev Cell Dev Biol.

[22] Grow EJ, Flynn RA, Chavez SL, Bayless NL, Wossidlo M, Wesche DJ, Martin L, Ware CB, Blish CA, Chang HY (2015). Intrinsic retroviral reactivation in human preimplantation embryos and pluripotent cells. Nature.

[23] Klawitter S, Fuchs NV, Upton KR, Munoz-Lopez M, Shukla R, Wang J, Garcia-Canadas M, Lopez-Ruiz C, Gerhardt DJ, Sebe A (2016). Reprogramming triggers endogenous L1 and Alu retrotransposition in human induced pluripotent stem cells. Nat Commun.

[24] Jachowicz JW, Bing X, Pontabry J, Boskovic A, Rando OJ, Torres-Padilla ME. LINE-1 activation after fertilization regulates global chromatin accessibility in the early mouse embryo. Nat Genet. 2017.10.1038/ng.394528846101

[25] Macfarlan TS, Gifford WD, Driscoll S, Lettieri K, Rowe HM, Bonanomi D, Firth A, Singer O, Trono D, Pfaff SL (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature.

[26] Upton KR, Gerhardt DJ, Jesuadian JS, Richardson SR, Sanchez-Luque FJ, Bodea GO, Ewing AD, Salvador-Palomeque C, van der Knaap MS, Brennan PM (2015). Ubiquitous L1 mosaicism in hippocampal neurons. Cell.

[27] Robbez-Masson L, Rowe HM (2015). Retrotransposons shape species-specific embryonic stem cell gene expression. Retrovirology.

[28] Goke J, Ng HH (2016). CTRL+INSERT: retrotransposons and their contribution to regulation and innovation of the transcriptome. EMBO Rep.

[29] Mita P, Boeke JD (2016). How retrotransposons shape genome regulation. Curr Opin Genet Dev.

[30] Trizzino M, Park Y, Holsbach-Beltrame M, Aracena K, Mika K, Caliskan M, Perry GH, Lynch VJ, Brown CD. Transposable elements are the primary source of novelty in primate gene regulation. Genome Res. 2017;27(10):1623–33.10.1101/gr.218149.116PMC563002628855262

[31] Sundaram V, Choudhary MN, Pehrsson E, Xing X, Fiore C, Pandey M, Maricque B, Udawatta M, Ngo D, Chen Y (2017). Functional cis-regulatory modules encoded by mouse-specific endogenous retrovirus. Nat Commun.

[32] Rebollo R, Farivar S, Mager DL (2012). C-GATE - catalogue of genes affected by transposable elements. Mob DNA.

[33] Mager DL, Stoye JP. Mammalian endogenous retroviruses. Microbiol Spectr. 2015;3 MDNA3–0009-2014.10.1128/microbiolspec.MDNA3-0009-201426104559

[34] Kazazian HH, Moran JV (1998). The impact of L1 retrotransposons on the human genome. Nat Genet.

[35] Bourque G, Leong B, Vega VB, Chen X, Lee YL, Srinivasan KG, Chew JL, Ruan Y, Wei CL, Ng HH, Liu ET (2008). Evolution of the mammalian transcription factor binding repertoire via transposable elements. Genome Res.

[36] Jacques PE, Jeyakani J, Bourque G (2013). The majority of primate-specific regulatory sequences are derived from transposable elements. PLoS Genet.

[37] Goke J, Lu X, Chan YS, Ng HH, Ly LH, Sachs F, Szczerbinska I (2015). Dynamic transcription of distinct classes of endogenous retroviral elements marks specific populations of early human embryonic cells. Cell Stem Cell.

[38] Philippe C, Vargas-Landin DB, Doucet AJ, van Essen D, Vera-Otarola J, Kuciak M, Corbin A, Nigumann P, Cristofari G. Activation of individual L1 retrotransposon instances is restricted to cell-type dependent permissive loci. Elife. 2016;5. 10.7554/eLife.13926.10.7554/eLife.13926PMC486682727016617

[39] McClintock B (1956). Controlling elements and the gene. Cold Spring Harb Symp Quant Biol.

[40] McClintock B (1951). Chromosome organization and genic expression. Cold Spring Harb Symp Quant Biol.

[41] Sundaram V, Cheng Y, Ma Z, Li D, Xing X, Edge P, Snyder MP, Wang T (2014). Widespread contribution of transposable elements to the innovation of gene regulatory networks. Genome Res.

[42] Chuong EB, Elde NC, Feschotte C (2017). Regulatory activities of transposable elements: from conflicts to benefits. Nat Rev Genet.

[43] Sundaram V, Wang T. Transposable element mediated innovation in gene regulatory landscapes of cells: re-visiting the “gene-battery” model. Bioessays. 2018;40. 10.1002/bies.201700155.PMC591291529206283

[44] Rebollo R, Romanish MT, Mager DL (2012). Transposable elements: an abundant and natural source of regulatory sequences for host genes. Annu Rev Genet.

[45] Chuong EB, Elde NC, Feschotte C (2016). Regulatory evolution of innate immunity through co-option of endogenous retroviruses. Science.

[46] Simonti CN, Pavlicev M, Capra JA (2017). Transposable element exaptation into regulatory regions is rare, influenced by evolutionary age, and subject to pleiotropic constraints. Mol Biol Evol.

[47] Mifsud B, Tavares-Cadete F, Young AN, Sugar R, Schoenfelder S, Ferreira L, Wingett SW, Andrews S, Grey W, Ewels PA (2015). Mapping long-range promoter contacts in human cells with high-resolution capture Hi-C. Nat Genet.

[48] Aranda-Orgilles B, Saldana-Meyer R, Wang E, Trompouki E, Fassl A, Lau S, Mullenders J, Rocha PP, Raviram R, Guillamot M (2016). MED12 regulates HSC-specific enhancers independently of mediator kinase activity to control hematopoiesis. Cell Stem Cell.

[49] Javierre BM, Burren OS, Wilder SP, Kreuzhuber R, Hill SM, Sewitz S, Cairns J, Wingett SW, Varnai C, Thiecke MJ (2016). Lineage-specific genome architecture links enhancers and non-coding disease variants to target gene promoters. Cell.

[50] Symmons O, Pan L, Remeseiro S, Aktas T, Klein F, Huber W, Spitz F (2016). The Shh topological domain facilitates the action of remote enhancers by reducing the effects of genomic distances. Dev Cell.

[51] Davies JO, Telenius JM, McGowan SJ, Roberts NA, Taylor S, Higgs DR, Hughes JR (2016). Multiplexed analysis of chromosome conformation at vastly improved sensitivity. Nat Methods.

[52] Bao W, Kojima KK, Kohany O (2015). Repbase Update, a database of repetitive elements in eukaryotic genomes. Mob DNA.

[53] Stocking C, Kozak CA (2008). Murine endogenous retroviruses. Cell Mol Life Sci.

[54] Markopoulos G, Noutsopoulos D, Mantziou S, Gerogiannis D, Thrasyvoulou S, Vartholomatos G, Kolettas E, Tzavaras T (2016). Genomic analysis of mouse VL30 retrotransposons. Mob DNA.

[55] van de Werken HJ, Landan G, Holwerda SJ, Hoichman M, Klous P, Chachik R, Splinter E, Valdes-Quezada C, Oz Y, Bouwman BA (2012). Robust 4C-seq data analysis to screen for regulatory DNA interactions. Nat Methods.

[56] Bulut-Karslioglu A, De La Rosa-Velazquez IA, Ramirez F, Barenboim M, Onishi-Seebacher M, Arand J, Galan C, Winter GE, Engist B, Gerle B (2014). Suv39h-dependent H3K9me3 marks intact retrotransposons and silences LINE elements in mouse embryonic stem cells. Mol Cell.

[57] Zhang Y, Maksakova IA, Gagnier L, van de Lagemaat LN, Mager DL (2008). Genome-wide assessments reveal extremely high levels of polymorphism of two active families of mouse endogenous retroviral elements. PLoS Genet.

[58] Stoye JP, Coffin JM (1988). Polymorphism of murine endogenous proviruses revealed by using virus class-specific oligonucleotide probes. J Virol.

[59] Keane TM, Goodstadt L, Danecek P, White MA, Wong K, Yalcin B, Heger A, Agam A, Slater G, Goodson M (2011). Mouse genomic variation and its effect on phenotypes and gene regulation. Nature.

[60] Nellaker C, Keane TM, Yalcin B, Wong K, Agam A, Belgard TG, Flint J, Adams DJ, Frankel WN, Ponting CP (2012). The genomic landscape shaped by selection on transposable elements across 18 mouse strains. Genome Biol.

[61] Sanchez-Luque FJ, Richardson SR, Faulkner GJ (2016). Retrotransposon capture sequencing (RC-Seq): a targeted, high-throughput approach to resolve somatic L1 Retrotransposition in humans. Methods Mol Biol.

[62] Henssen AG, Henaff E, Jiang E, Eisenberg AR, Carson JR, Villasante CM, Ray M, Still E, Burns M, Gandara J, et al. Genomic DNA transposition induced by human PGBD5. Elife. 2015;4. 10.7554/eLife.10565.001.PMC462518426406119

[63] Collins PL, Kyle KE, Egawa T, Shinkai Y, Oltz EM (2015). The histone methyltransferase SETDB1 represses endogenous and exogenous retroviruses in B lymphocytes. Proc Natl Acad Sci U S A.

[64] Rocha PP, Raviram R, Fu Y, Kim J, Luo VM, Aljoufi A, Swanzey E, Pasquarella A, Balestrini A, Miraldi ER (2016). A damage-independent role for 53BP1 that impacts break order and Igh architecture during class switch recombination. Cell Rep.

[65] Raviram R, Rocha PP, Muller CL, Miraldi ER, Badri S, Fu Y, Swanzey E, Proudhon C, Snetkova V, Bonneau R, Skok JA (2016). 4C-ker: a method to reproducibly identify genome-wide interactions captured by 4C-Seq experiments. PLoS Comput Biol.

[66] Rao SS, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT, Sanborn AL, Machol I, Omer AD, Lander ES, Aiden EL (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[67] Lowe CB, Bejerano G, Haussler D (2007). Thousands of human mobile element fragments undergo strong purifying selection near developmental genes. Proc Natl Acad Sci U S A.

[68] Cairns J, Freire-Pritchett P, Wingett SW, Varnai C, Dimond A, Plagnol V, Zerbino D, Schoenfelder S, Javierre BM, Osborne C (2016). CHiCAGO: robust detection of DNA looping interactions in Capture Hi-C data. Genome Biol.

[69] Li P, Shi ML, Shen WL, Zhang Z, Xie DJ, Zhang XY, He C, Zhang Y, Zhao ZH (1860). Coordinated regulation of IFITM1, 2 and 3 genes by an IFN-responsive enhancer through long-range chromatin interactions. Biochim Biophys Acta.

[70] Uhlen M, Fagerberg L, Hallstrom BM, Lindskog C, Oksvold P, Mardinoglu A, Sivertsson A, Kampf C, Sjostedt E, Asplund A (2015). Proteomics. Tissue-based map of the human proteome. Science.

[71] Jin F, Li Y, Dixon JR, Selvaraj S, Ye Z, Lee AY, Yen CA, Schmitt AD, Espinoza CA, Ren B (2013). A high-resolution map of the three-dimensional chromatin interactome in human cells. Nature.

[72] Platt JL, Salama R, Smythies J, Choudhry H, Davies JO, Hughes JR, Ratcliffe PJ, Mole DR (2016). Capture-C reveals preformed chromatin interactions between HIF-binding sites and distant promoters. EMBO Rep.

[73] Bonev B, Mendelson Cohen N, Szabo Q, Fritsch L, Papadopoulos GL, Lubling Y, Xu X, Lv X, Hugnot JP, Tanay A, Cavalli G (2017). Multiscale 3D genome rewiring during mouse neural development. Cell.

[74] Freire-Pritchett P, Schoenfelder S, Varnai C, Wingett SW, Cairns J, Collier AJ, Garcia-Vilchez R, Furlan-Magaril M, Osborne CS, Fraser P, et al. Global reorganisation of cis-regulatory units upon lineage commitment of human embryonic stem cells. Elife. 2017;6. 10.7554/eLife.21926.001.PMC540786028332981

[75] Rubin AJ, Barajas BC, Furlan-Magaril M, Lopez-Pajares V, Mumbach MR, Howard I, Kim DS, Boxer LD, Cairns J, Spivakov M (2017). Lineage-specific dynamic and pre-established enhancer-promoter contacts cooperate in terminal differentiation. Nat Genet.

[76] Siersbaek R, Madsen JGS, Javierre BM, Nielsen R, Bagge EK, Cairns J, Wingett SW, Traynor S, Spivakov M, Fraser P, Mandrup S (2017). Dynamic rewiring of promoter-anchored chromatin loops during adipocyte differentiation. Mol Cell.

[77] Phanstiel DH, Van Bortle K, Spacek D, Hess GT, Shamim MS, Machol I, Love MI, Aiden EL, Bassik MC, Snyder MP (2017). Static and dynamic DNA loops form AP-1-bound activation hubs during macrophage development. Mol Cell.

[78] Snetkova V, Skok JA. Enhancer talk. Epigenomics. 2018.10.2217/epi-2017-0157PMC592543529583027

[79] Ghavi-Helm Y, Klein FA, Pakozdi T, Ciglar L, Noordermeer D, Huber W, Furlong EE (2014). Enhancer loops appear stable during development and are associated with paused polymerase. Nature.

[80] Babaian A, Mager DL (2016). Endogenous retroviral promoter exaptation in human cancer. Mob DNA.

[81] Burns KH (2017). Transposable elements in cancer. Nat Rev Cancer.

[82] Schmidt D, Schwalie PC, Wilson MD, Ballester B, Goncalves A, Kutter C, Brown GD, Marshall A, Flicek P, Odom DT (2012). Waves of retrotransposon expansion remodel genome organization and CTCF binding in multiple mammalian lineages. Cell.

[83] van de Werken HJ, de Vree PJ, Splinter E, Holwerda SJ, Klous P, de Wit E, de Laat W (2012). 4C technology: protocols and data analysis. Methods Enzymol.

[84] Rocha PP, Micsinai M, Kim JR, Hewitt SL, Souza PP, Trimarchi T, Strino F, Parisi F, Kluger Y, Skok JA (2012). Close proximity to Igh is a contributing factor to AID-mediated translocations. Mol Cell.

[85] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[86] Consortium EP (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

[87] Belaghzal H, Dekker J, Gibcus JH (2017). Hi-C 2.0: an optimized Hi-C procedure for high-resolution genome-wide mapping of chromosome conformation. Methods.

[88] Wingett S, Ewels P, Furlan-Magaril M, Nagano T, Schoenfelder S, Fraser P, Andrews S (2015). HiCUP: pipeline for mapping and processing Hi-C data. F1000Res.

[89] Wandel MP, Pathe C, Werner EI, Ellison CJ, Boyle KB, von der Malsburg A, Rohde J, Randow F (2017). GBPs inhibit motility of Shigella flexneri but are targeted for degradation by the bacterial ubiquitin ligase IpaH9.8. Cell Host Microbe.

[90] Timosenko E, Ghadbane H, Silk JD, Shepherd D, Gileadi U, Howson LJ, Laynes R, Zhao Q, Strausberg RL, Olsen LR (2016). Nutritional stress induced by tryptophan-degrading enzymes results in ATF4-dependent reprogramming of the amino acid transporter profile in tumor cells. Cancer Res.

[91] Raviram R, Rocha PP, Luo VM, Swanzey E, Miraldi ER, Chuong EB, Feschotte C, Bonneau R, Skok JA: Analysis of 3D genomic interactions identifies candidate host genes that transposable elements potentially regulate. 2018. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi. Accessed 8 Nov 2018.10.1186/s13059-018-1598-7PMC629217430541598

[92] Raviram R, Rocha PP, Luo VM, Swanzey E, Miraldi ER, Chuong EB, Feschotte C, Bonneau R, Skok JA. Analysis of 3D genomic interactions identifies candidate host genes that transposable elements potentially regulate. Zenodo. 2018; https://zenodo.org/record/1479954. Accessed 8 Nov 2018.10.1186/s13059-018-1598-7PMC629217430541598

# Supplementary material for: Analysis of 3D genomic interactions identifies candidate host genes that transposable elements potentially regulate
**Source:** Genome Biol. 2018 Dec 13;19:216. doi: 10.1186/s13059-018-1598-7
**Supplement:** Supplementary file 1 — Supplementary Figures. This file contains all the supplementary figures for this paper.

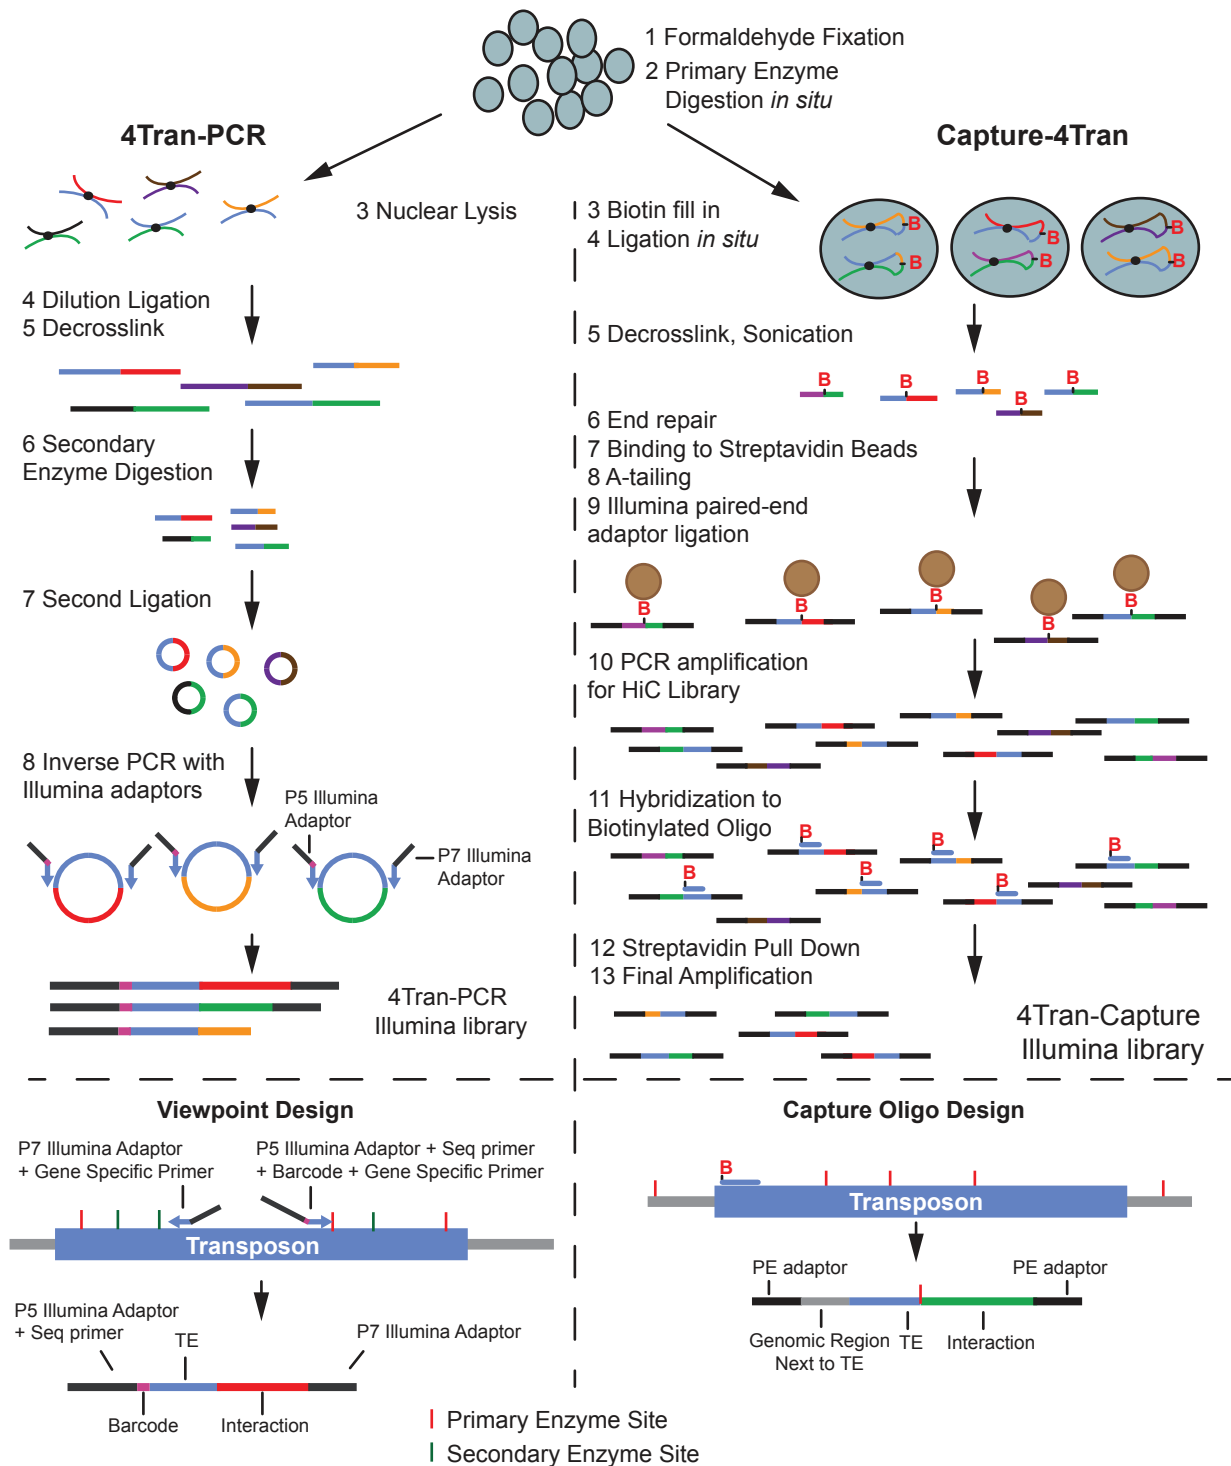

Figure S1

**Fig. S1-** Schematic representation of 4Tran-PCR and 4Tran-Capture approaches. The protocol for 4Tran-PCR is the same as described in [90] for both template preparation and library amplification. Although not shown here, we also successfully tested in situ ligation by simply omitting the SDS treatment step following digestion with the primary restriction enzyme. Scheme shows amplification using Illumina single end reads. The protocol also works with paired-end adaptors and for newer Illumina machines these paired-end adaptors are necessary. Capture-4Tran is similar to Hi-C and Capture-C protocols. Our strategy to identify both an interacting fragment and a specific TE integration consists of designing a probe close to the 5' or 3' end of the transposon. With this strategy most reads will contain an interaction fragment, part of the transposon to which the oligonucleotide probe hybridizes and the genomic region immediately adjacent to the integration event that can identify one side of an interaction containing the TE.

a

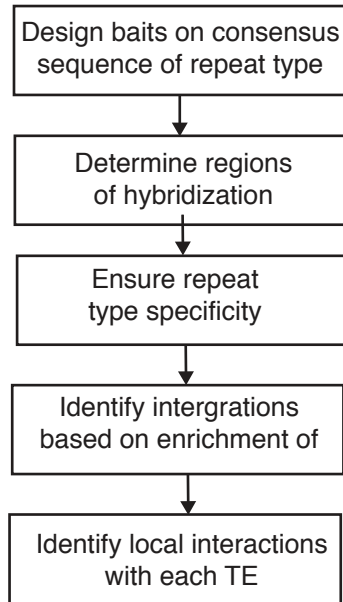

b

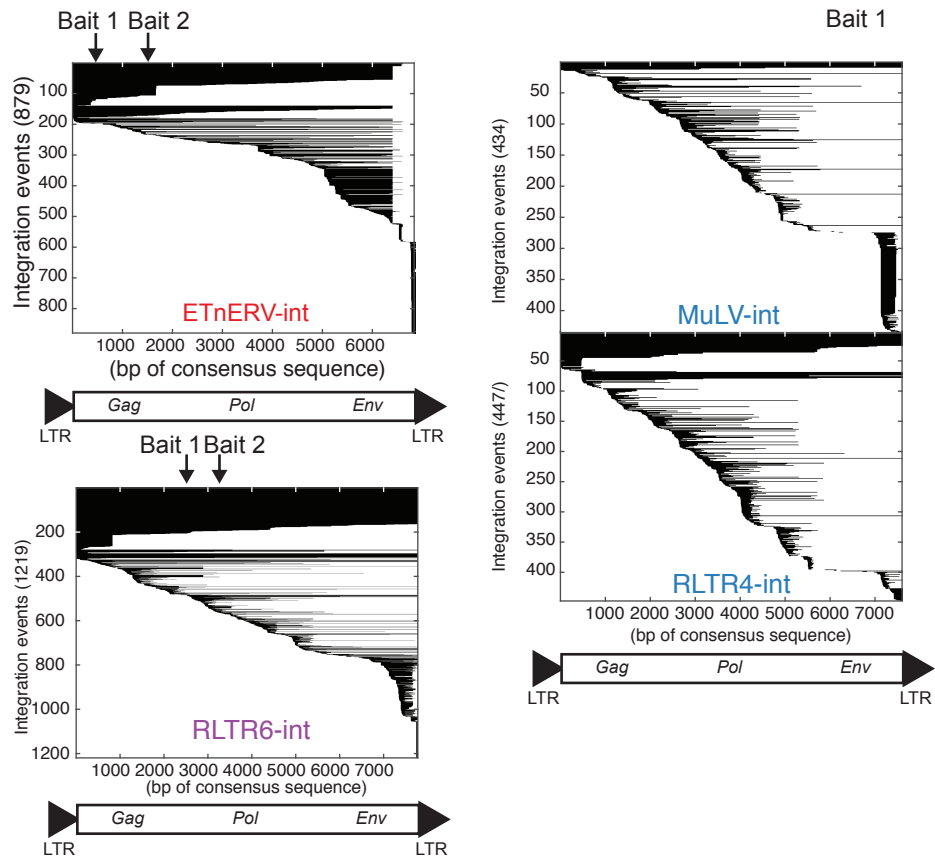

c

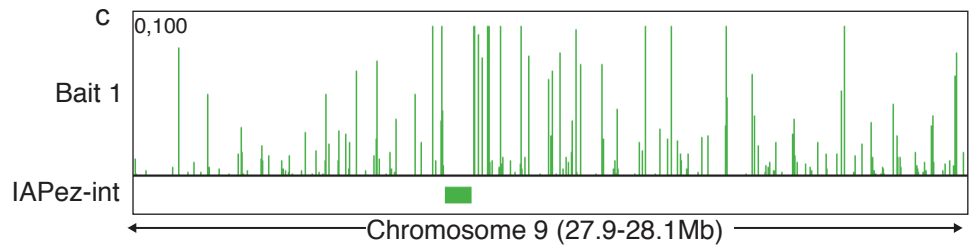

d

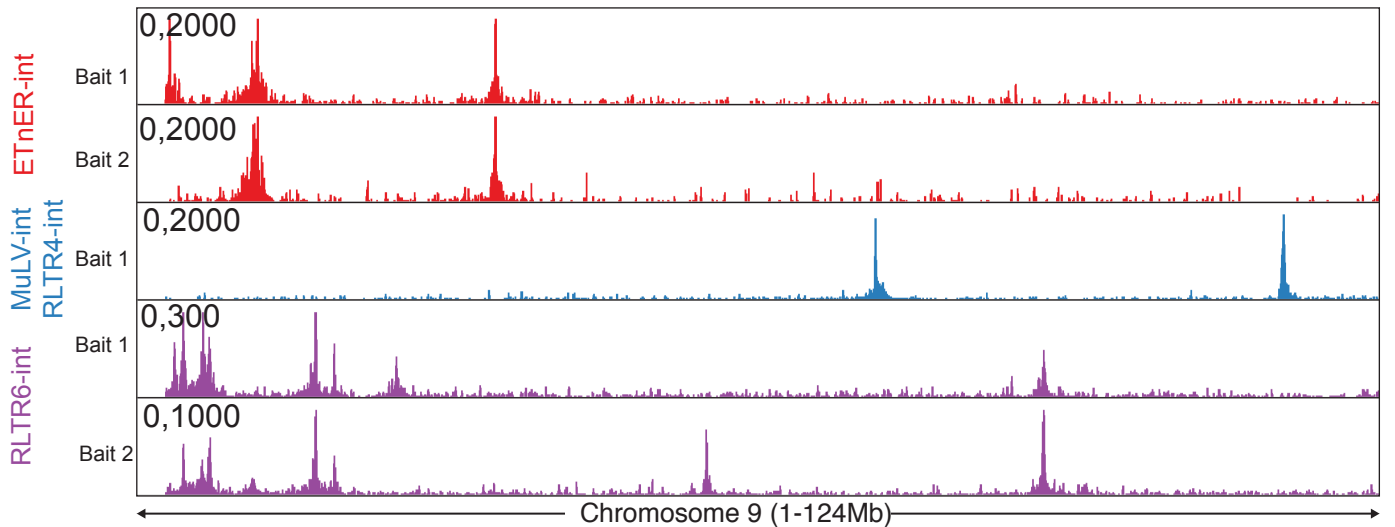

Figure S2

**Fig.S2-** a Workflow for 4Tran-PCR design and analysis. b Schematic representation of all integration events ERVs shown. Each line represents a different integration and the black shows which part of the consensus sequence (shown under the plot) is retained. Integration events are sorted by 5' position on the consensus sequence and then by size of integration. Arrows represent the location tested for 4Tran-PCR baits. c Zoom in of a region on chromosome 9 showing raw 4Tran-PCR signal around an IAPez integration (shown as a bar under the plot). d Raw 4Tran-PCR data for the baits tested in mES cells.

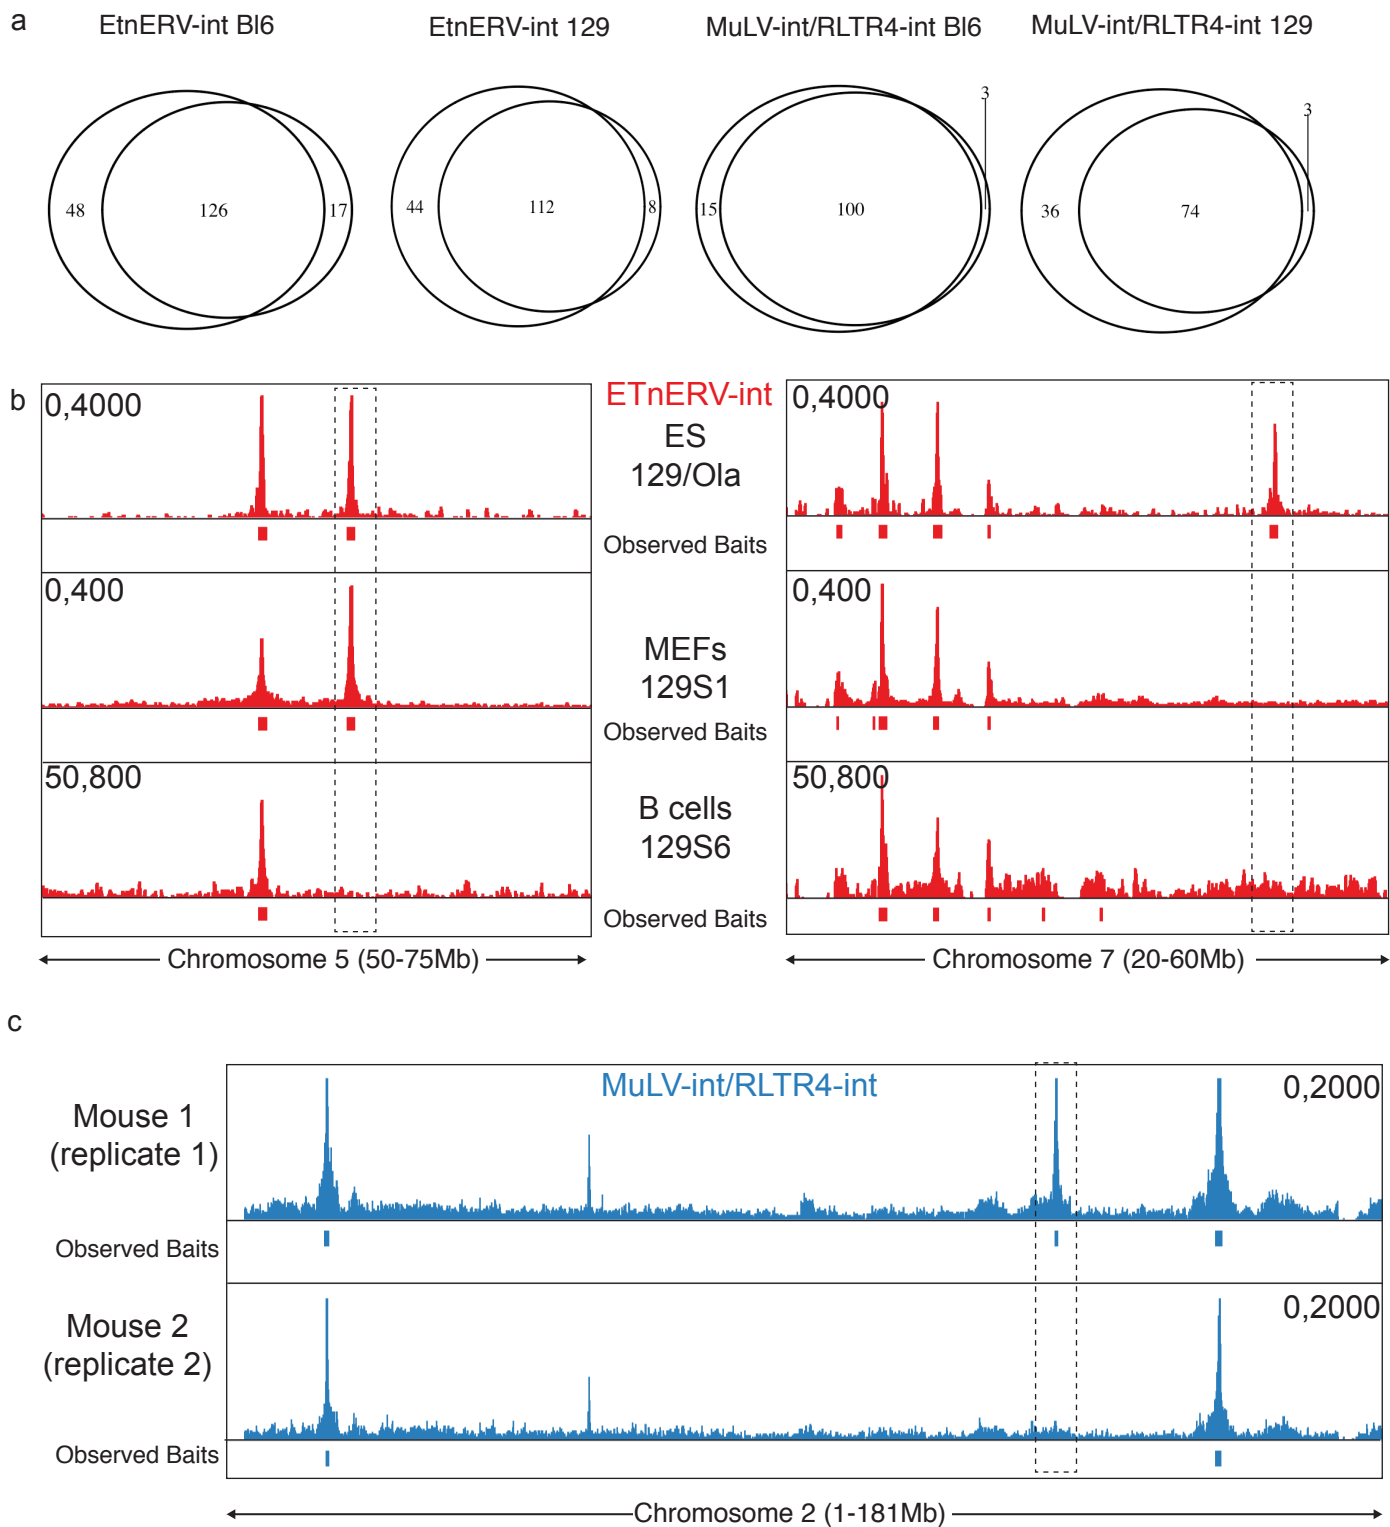

Figure S3

**Fig.S3** – a Overlap of observed bait calls between replicates. b Examples of shared and different integrations of ETnERV elements. The same primer pair was used to amplify signal from either mouse embryonic stem cells of the 129/Ola substrain, mouse embryonic fibroblast from the 129S1 substrain and splenic B cells of the 129S6 substrain. The locations of observed bait-like profiles is shown under the plots. c Example of a different integrations site detected in littermates.

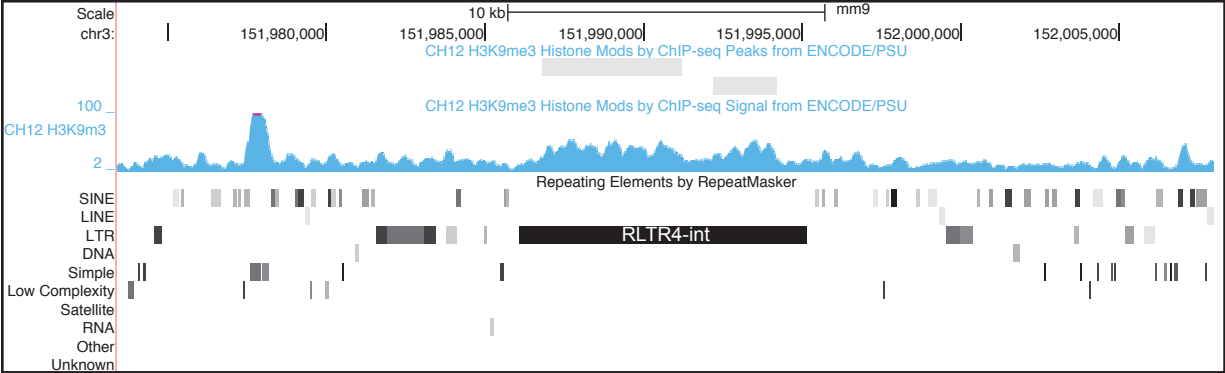

**Fig.S4** - UCSC browser view of mouse chromosome 3 and of the ENCODE data for H3K9me Chip-Seq in the region surrounding the RLTR4 integration shown in Figure 3

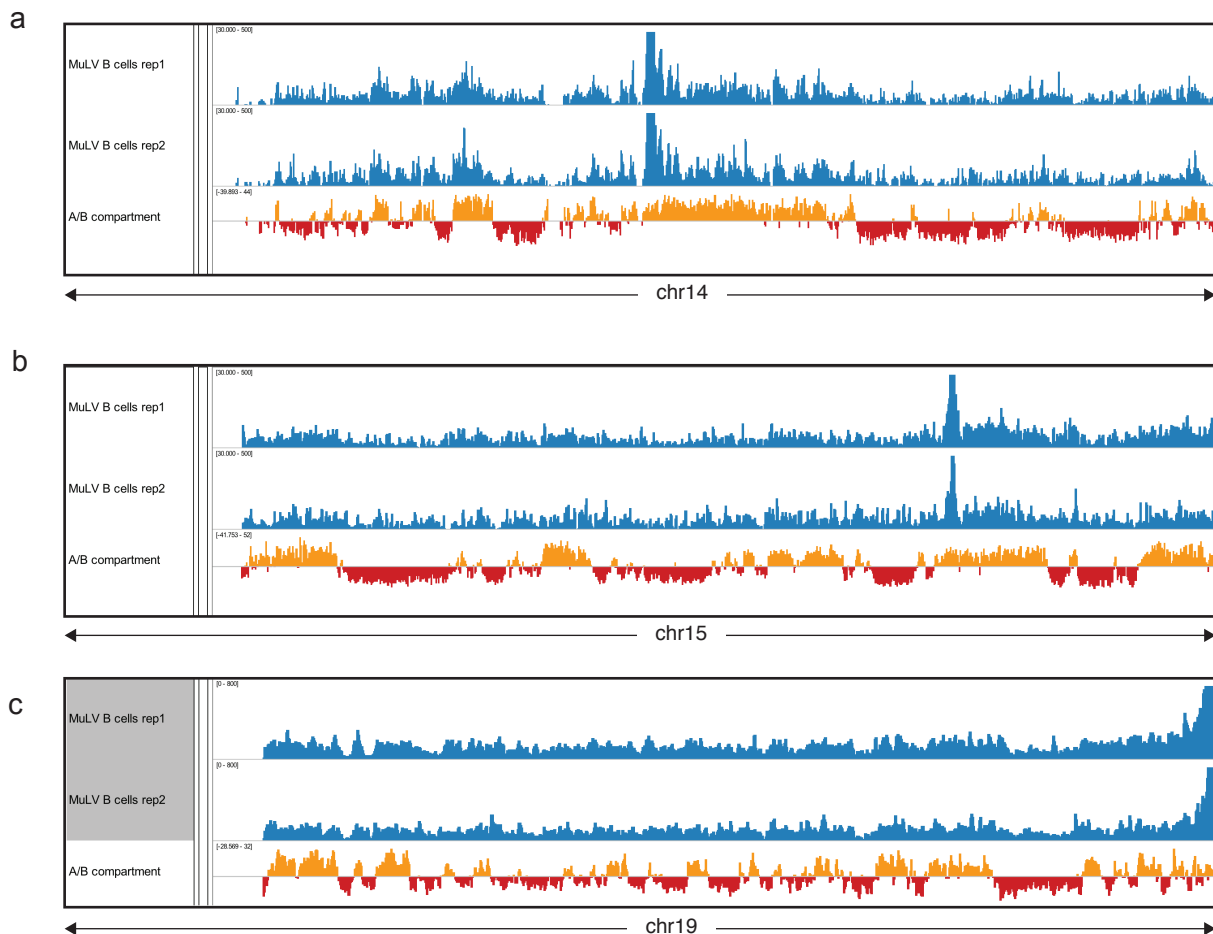

**Fig.S5** – a,b,c Whole chromosome browser view of 4C-Seq signal and PC scores from Hi-C.

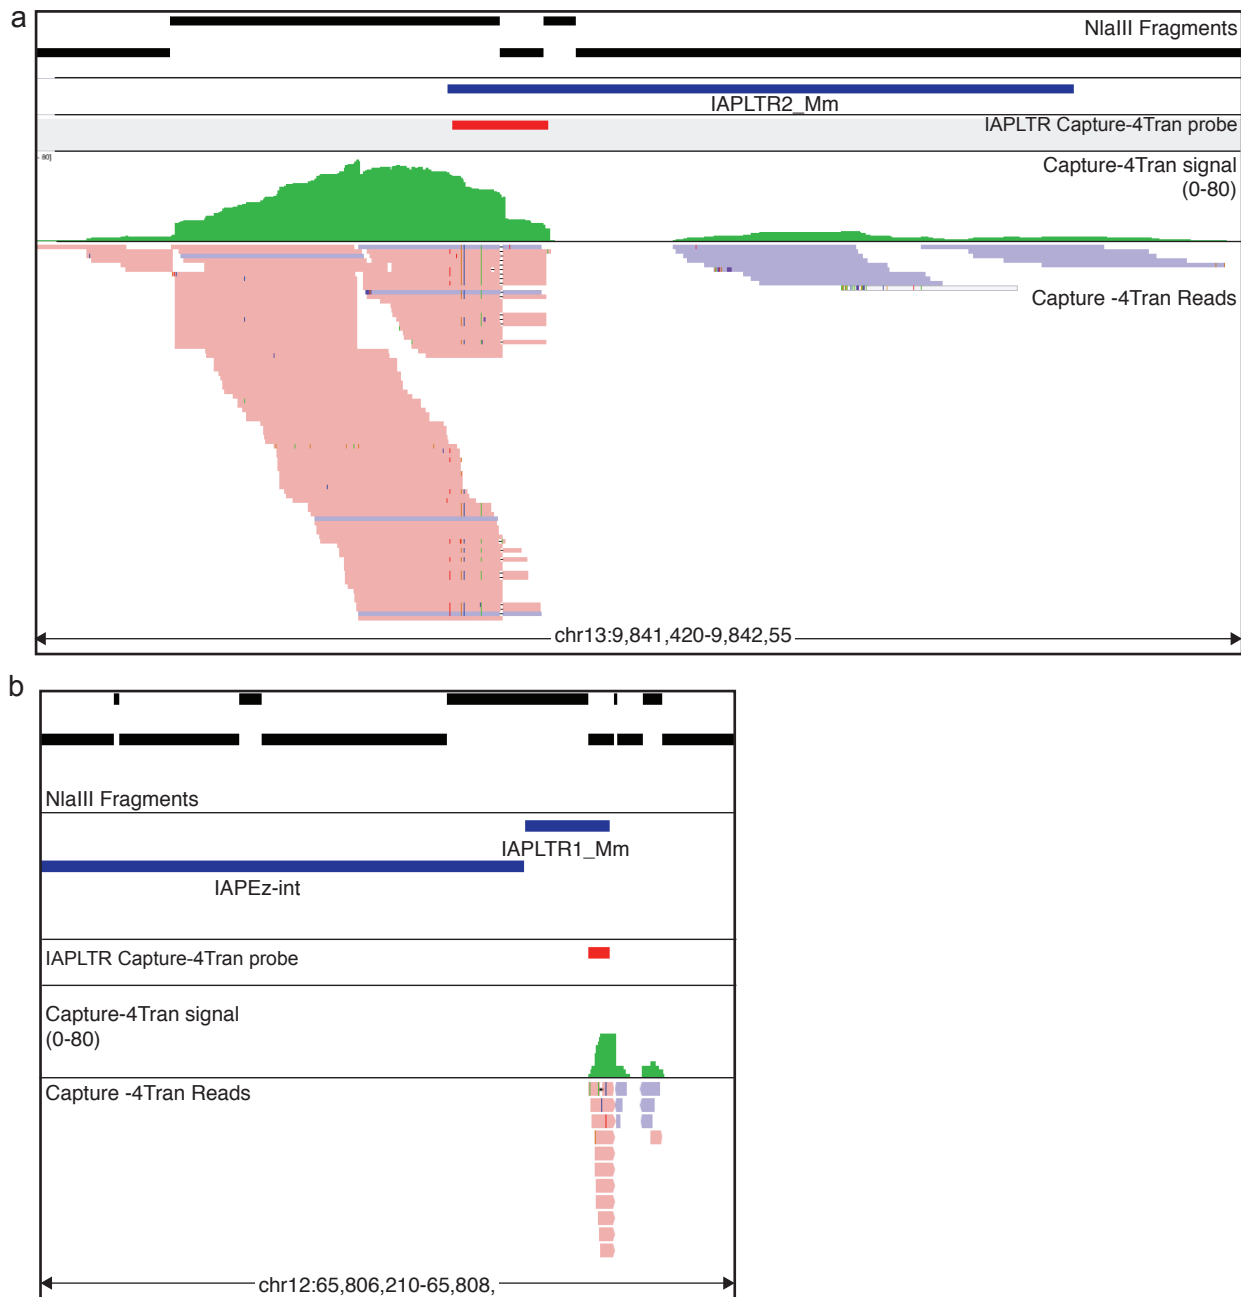

**Fig.S6** – Browser view of Capture-4Tran using an IAPLTR probe on a solo LTR (a) and surrounding a full length IAPez (b). Top track represents the DNA fragments generated by NlaIII digestion. The location of ERV elements followed by predicted and detected integration sites shown respectively as a peak profile or with actual location of reads is shown below.

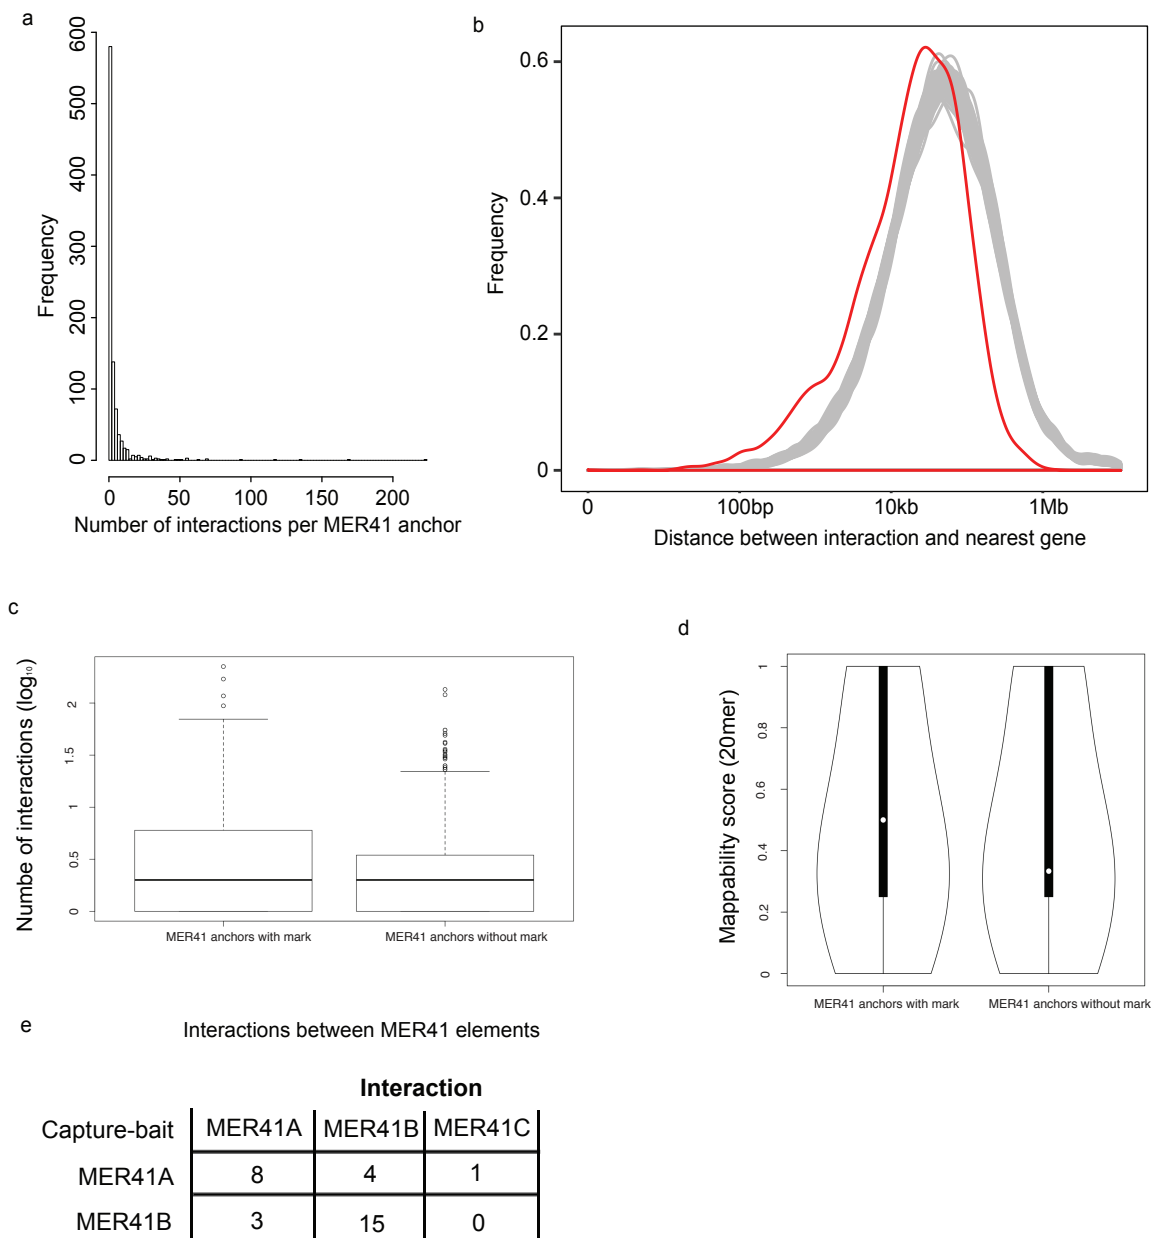

**Fig.S7** – a Histogram of the number of interactions from each MER41 anchor. b Distance between MER41 element to nearest gene compared to a random set of regions. c Boxplot of the interactions from MER41 baits that overlap with a ChIP-Seq peaks and MER41 baits that do not overlap with a ChIP-Seq. d Mappability score of 20mer sequences that fall within MER41 baits that overlap with a ChIP-Seq peaks and MER41 baits that do not overlap with a ChIP-Seq. e Number of interactions from MER41A and MER41B anchors that overlap with any MER41 element.

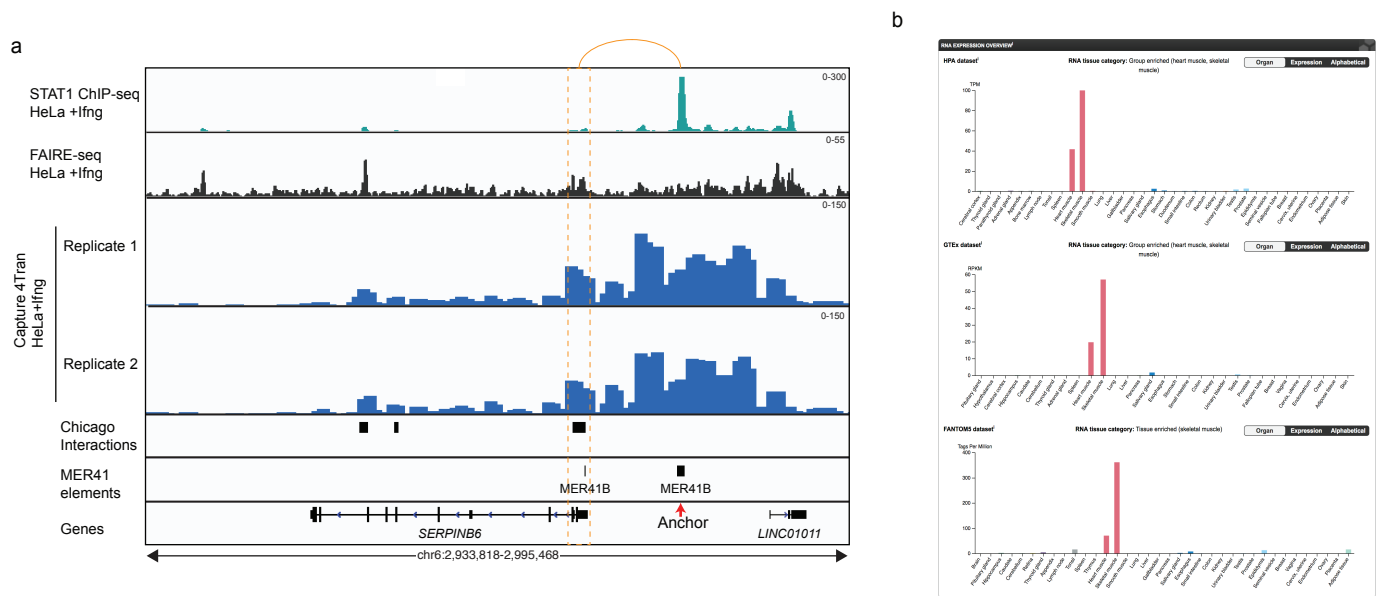

**Fig. S8** – a Genomic tracks of ChIP-Seq signal and 4Tran data from control and IFN $\gamma$  treated HeLa cells. Red arrow represents the MER41B anchor and the orange dotted rectangle represents the interactions. b Screenshot of tissue specific expression of MYPN gene from Human Protein Atlas.

Figure S8

How the deposited data were processed for this re-analysis (not part of the article)

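Crosslinked chromatin of resting splenic B cells of C57/Bl6 and S6 (SvEvTac) mice, of fibroblasts of S1 embryos (MEFs) and of ES cells of the Ola sub-strain was taken through 4C-Seq with DpnII and Csp6I and amplified with primers that lie in an ERV. The files analysed hold 19 libraries in 13 conditions, made with 7 primer pairs. Conditions and replicate numbers were taken from the sample labels and the paper's Table S1, also for the RLTR6 library of C57/Bl6 B cells, whose file name gives bait 1 where these give bait 2.

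The authors mapped reads with bowtie2 to unique fragments next to DpnII sites of mm10, removed the ENCODE blacklist and the fragments with the highest counts, and scored each window against all windows of the genome with a normal distribution. The p-value deposited for each window is FDR-adjusted, and the authors kept windows under 0.05 before deposition. The windows are 200 kb long in the files, as in the results text of the paper, while its methods give another window size. The 3 IAPEz files hold intervals that are multiples of 10 kb, already merged and without a p-value, so thresholds stricter than that of the authors were not applied to them. Each file holds the calls of 1 library by its label, except that for MuLV/RLTR4 in ES cells the number of libraries behind the calls is not known. A p-value listed as 0 was kept as listed. The depth of a library is known only as the mapped reads of the paper's Table S1, and reads outside the called windows were not analysed here, so a missing call is not a measured absence.

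Windows closer than 100 kb were merged into regions. For conditions with replicates the windows of the replicates were pooled and merged, and a region was kept where each replicate had a call in it. For ETnERV in C57/Bl6 the libraries numbered 1 and 2 were used, whose window counts are those of the paper's Table S1, and the third was reported separately. Regions overlapped from 1 bp. Predicted sites were found on GRCm38 with a search of the primers of the paper's Table S2 on opposite strands, pointing away from each other, at most 4 kb apart and with 15 matching bases at the 3′ end of both primers, and a second list allowed up to 3 mismatches over each whole primer. The nearest gene and introns were taken from the GENCODE annotation of GRCm38.

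Overlaps were tested against 10000 random placements (one-sided, seed 20181213) that kept each region's length and chromosome and placed it on the grid of the files from 3 Mb of the chromosome on. The smallest p-value these can give is 0.0001. Shares were compared with two-sided Fisher's exact tests, with the Benjamini-Hochberg method over the 6 pairs of ERVs, and carry exact Clopper-Pearson, Newcombe or conditional odds ratio intervals of 95%. Pairs of libraries were compared by the Jaccard index with exact permutations of the strain labels. Strains were also compared within replicate numbers with the Mantel-Haenszel method. Extreme libraries were looked for with Dixon's ratio. All steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.

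The steps were tested on simulated data. Regions shared between simulated strains were recovered in 20 of 20 runs of 110 regions each. Random placement of unrelated sets gave a p-value under 0.05 in 5 of 200 runs. In a sequence of 2000000 bp, the primer search gave the intended outcome, found or not found, for 70 of 70 simulated sites. It found 0 other sites.

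The alternatives were no merging, merging within 500 kb, an overlap of 50% of the shorter call, a call p-value under 0.01, autosomes only, a call in any replicate, C57/Bl6 ETnERV calls in 2 of 3 or in all 3 libraries, whole primers, up to 3 mismatches, a site within 100 kb of a call, the replicate number as a block, Table S3 regions widened by 100 kb, insertions and deletions only, and leaving out each replicate. They were set before the data were examined. The 2 others, 15 matching bases at the 5′ end of the primers and windows called in both replicates that were then merged, were chosen after seeing the data, the latter once the counts had been seen beside Fig. 2c.

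The sites named in the text are those the paper shows or names for these samples. To these were added, for each ERV and strain, the 2 longest regions called in both replicates of a strain and in no library of the other, and the Table S3 regions whose calls differ from the listed strain where these are 5 or fewer. The Hi-C and ChIP-Seq data, the interaction profiles and the compartments were not analysed here. The authors' UCSC in silico PCR was not run here either.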

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

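The tests on the p-value threshold and on primer sites for chromosome X, and that on the threshold for the third C57/Bl6 ETnERV library, were set before their results were seen, and all other tests in this part were chosen afterwards.

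In C57/Bl6 B cells, 43 of the 223 RLTR6 windows (19.3%) lay on chromosome X, far from the other 6 libraries of these cells (gap to the nearest library over the whole range 0.707). Dixon's ratio was taken in 6 groups of libraries and passed its critical value in this one, and chance does so in about 1 of 20 groups. Calls close to the threshold as the whole source are argued against by the windows with a p-value under 0.01, of which 15.2% (22 of 145, 95% interval 9.76 to 22.1%) lay on X. At thresholds looked at afterwards the share was 14.0% under 0.001 and 4.65% (2 of 43) under 1e-06, so the X windows were weaker than the others (p = 0.00482, Fisher's exact test on the windows of this 1 library). Primer sites on X, taken for bait 2 as the label gives it although the name of the file says bait 1, are argued against in the same way, since 9 of 28 X regions (32.1%) and 70 of 107 autosomal regions (65.4%) held a site with up to 3 mismatches (p = 0.00225, two-sided Fisher's exact test), although 19.9% of such sites lie on X. Of these X sites 9 of 46 (19.6%, 9.36 to 33.9%) lay inside called regions and of the autosomal sites 78 of 185 (42.2%, 35.0 to 49.6%). A signal of X common to these cells is argued against by the other C57/Bl6 libraries, which had at most 5.65% of their windows on X. In ES cells, 3.59% and 3.77% of the windows of RLTR6 baits 1 and 2 lay on X. What stays open is a background of weak windows on X in this single library, which has no replicate. No biological explanation was tested, since the labels do not name the sex of the mice.

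Of the 8 ETnERV regions that the paper's Table S3 lists for C57/Bl6 without a variation, 4 were called in both replicates of the S1 MEFs, a set the paper does not report on, although Fig. S3b shows the region on chromosome 5. Of the 14 regions listed with a variation, 1 was. Carry-over of C57/Bl6 material into the libraries of the other strain would raise both kinds alike, and they differed (p = 0.0393, two-sided Fisher's exact test, unadjusted and one of several groupings that could have been made), which argues against it as the whole cause. A call in 1 of the 2 S6 replicates only is a candidate explanation for 3 of the 4 regions, on chromosome 10 from 7344549 to 7352274, chromosome 18 from 4532283 to 4539406 and chromosome 19 from 29081784 to 29086652, which were called in S6 replicate 1 and not in replicate 2. On chromosomes 18 and 19 the calls of replicate 1 were far from the threshold, with p-values of 6.08e-09 and 3.91e-08, so a difference between mice stays open for these regions and was not tested. The fourth, on chromosome 5 from 64013273 to 64020626, had a call in 0 of the S6 libraries, which argues against a call in 1 of the 2 S6 replicates only. The call in all 3 C57/Bl6 B cell libraries leaves no room for a difference between MEFs and B cells alone. A difference between the S1 and S6 sub-strains stays open for it and was not tested.

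With IAPEz bait 2 in ES cells, sites that differ from the primers by C5T alone, counted from the 3′ end of the Csp6I primer, lay inside called regions in 47.5% of cases (245 of 516, 95% interval 43.1 to 51.9%), and sites that match both primers in full in 8.09% (25 of 309, 5.30 to 11.7%, p = 2.47e-35, two-sided Fisher's exact test). The paper does not report on sites by their mismatch. Regions that any IAPEz bait calls are argued against, since with bait 1 the same sites were called in 27.1% and 29.1% of cases (p = 0.575, Fisher's exact test). A Csp6I primer that carries the other base cannot be told apart from other sources, because the sites with a DpnII primer mismatch lean the way it predicts without passing the threshold. Among these, 35 of 138 with C5T (25.4%) and 70 of 378 without (18.5%) were called (p = 0.108, Fisher's exact test). Sites with T5C, counted from the 3′ end of the DpnII primer, were called in 19.6% of cases (70 of 358, 15.6 to 24.0%, p = 2.07e-05, Fisher's exact test). Removal of fragments above a quantile of the counts cannot be told apart either, because no counts were analysed here. The whole matches of bait 1 went through the same removal and were called in 39.7% of cases (366 of 922). The Ola cells also differ from the C57/Bl6 reference in their integrations, which was not tested.

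The third C57/Bl6 ETnERV library, which the paper's replicate comparison leaves out, gave 91 regions, 5 of them with no overlap in the other two libraries. Calls close to the threshold are a candidate explanation for these 5, whose smallest p-value was 0.00281. That these are differences between mice was not tested, since the labels do not name the mice.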

How the results depend on the processing

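The alternatives with 15 matching bases at the 5′ end of both primers, and with windows called in both replicates that were then merged, were chosen after seeing the data, and all others beforehand. Of 302 values recomputed for the comparisons, 269 kept their direction and their side of the threshold or stayed within their spread, 12 kept their direction but were no longer past the threshold, 19 moved and 2 reversed. Of 73 counts of regions per library, 17 moved, 16 of them without merging. A stricter p-value was not run for IAPEz, whose intervals carry none.

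The odds ratio of sharing between strains, ETnERV against MuLV/RLTR4, stayed past the threshold under every alternative run, from 6.01 to 8.43 (p from 2.28e-14 to 1.13e-05, Fisher's exact tests), 7.94 with windows merged afterwards, and 7.17 to 9.34 across the 8 fits that each left out 1 library. With the replicate block, in which the strains were compared within each replicate number, it was 7.50 (p = 8.25e-14, Mantel-Haenszel, against the exact test above). Samples of a block share only a number, so it is no pairing of mice. Regions called in both replicates enter the block once per replicate number, so its smaller p-value is no added evidence. Without merging, neighbouring windows of a region likewise count as separate units. The block gave odds ratios of 1.90 for ETnERV and 10.1 for MuLV/RLTR4 for the predicted share in C57/Bl6 against S6. The shared portion of ETnERV ran from 46.9 to 63.1% and that of MuLV/RLTR4 from 9.43 to 17.9%, both lowest without merging, with 58.1 to 63.9% and 14.5 to 17.3% when a library was left out.

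The ETnERV difference in the predicted share between C57/Bl6 and S6, 14.9 percentage points, kept its direction and was no longer past the threshold with whole primers (13.8), no merging (5.85), merging within 500 kb (11.7), calls in 2 of 3 C57/Bl6 libraries (13.3), call p-values under 0.01 (9.42), windows merged afterwards (9.63) and 15 bases at the 5′ end (10.7), with p from 0.0107 to 0.436 (Fisher's exact tests) over the alternatives set beforehand that kept every replicate. The fits that left out a replicate have 1 library in an arm and are given without a p. The difference was 16.9 without S6 replicate 1, 24.4 without S6 replicate 2, 7.99 without C57/Bl6 replicate 1 and 6.18 without C57/Bl6 replicate 2. These fits also lift the requirement of a call in both replicates of that strain. They cannot tell the weight of a library from that of the requirement. The MuLV/RLTR4 difference ran from 14.6 to 53.1 (p from 1.87e-05 to 0.00686, Fisher's exact tests) and from 41.2 to 50.6 when a library was left out.

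The comparisons of predicted shares between ERVs in C57/Bl6 that involve IAPEz or RLTR6 rest on 1 library and describe these libraries only. Among the comparisons, MuLV/RLTR4 against RLTR6 reversed without merging (-4.66) and IAPEz against RLTR6 reversed with a site within 100 kb of the call (3.72). No longer past the threshold of the test on regions were ETnERV against MuLV/RLTR4 with up to 3 mismatches (1.70), IAPEz against MuLV/RLTR4 without merging (-2.17), and MuLV/RLTR4 against RLTR6 with p-values under 0.01 (12.8), on autosomes (20.9) and with 15 bases at the 5′ end (9.48). Without merging, windows are counted in place of regions. Per region, MuLV/RLTR4 replicates 1 and 2 had 3.48 and 3.55 windows and RLTR6 had 1.65. With 100 kb allowed, the IAPEz intervals with a site rose to 552 of 1307, and the RLTR6 regions to only 52 of 135. Both reversals thus come with a change in what is counted, and their cause was not tested further. The fits that left out a library carry no p. With every replicate kept, ETnERV against IAPEz ran from 35.3 to 67.6 and against RLTR6 from 28.5 to 47.2. With a library left out, ETnERV against IAPEz ran from 59.2 to 61.0, against MuLV/RLTR4 from 14.9 (without C57/Bl6 ETnERV replicate 2) to 31.2 and against RLTR6 from 39.2 to 41.0, IAPEz against MuLV/RLTR4 from -44.2 to -36.7, and MuLV/RLTR4 against RLTR6 from 16.8 (without C57/Bl6 MuLV/RLTR4 replicate 2) to 24.3. Both of these named fits lie under the values with every library.

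Without merging, windows called in both replicates numbered 126 and 112 for ETnERV in C57/Bl6 and S6, 100 and 74 for MuLV/RLTR4, and 205 in MEFs, which follows from counting windows in place of regions. With 1 replicate left out, the regions numbered 85 to 87 and 77 to 88 for ETnERV, 29 to 33 and 31 to 35 for MuLV/RLTR4, and 81 to 84 in MEFs. The shared portion of MEFs and S6 B cells moved to 52.4% without merging. The difference of Jaccard indices moved to 0.649 for MuLV/RLTR4 without merging and to 0.302 for ETnERV with p-values under 0.01.

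The predicted regions depended on the mismatches allowed. With up to 3 they numbered 166 and 103 for ETnERV baits 1 and 2, 1421 and 1479 for IAPEz, 49 for MuLV/RLTR4, and 177 and 222 for RLTR6. With 15 bases at the 5′ end they were 69 for ETnERV bait 2, 1375 and 1253 for IAPEz and 188 for RLTR6 bait 2.

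Depth limits what a missing call means. The libraries of a condition differed in reads by up to 4519766 against 1715379 in the paper's Table S1, for ETnERV in C57/Bl6, and the ES cell, IAPEz and RLTR6 calls have no second set to compare with. The conditions with 2 or 3 libraries per strain allow no permutation p-value under 0.05.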

Differences from the paper's values

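The alternative with 15 matching bases at the 5′ end of both primers was chosen after seeing the data, and the other alternatives named here were set before the data were examined. The paper's values in the next paragraphs were read by eye from figures.

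For IAPEz in C57/Bl6 B cells, 1307 observed regions were counted against the paper's about 650 in Fig. 1e, read by eye. Merging within 500 kb gave 930, within 1.5 times the paper's value, and no other alternative set before the data were examined closed the gap.

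Of the observed IAPEz regions, 233 were predicted against the paper's about 390 in Fig. 1e, read by eye. Up to 3 mismatches (356), a site within 100 kb (552) and merging within 500 kb (278) closed the gap, as did 15 bases at the 5′ end (352), chosen after seeing the values. For RLTR6, 51 were predicted against the paper's about 130 in Fig. 1e, read by eye, and no alternative closed the gap, with 79 at up to 3 mismatches and 71 with 15 bases at the 5′ end. For MuLV/RLTR4 in S6, 4 were predicted against the paper's about 11 in Fig. 2b, read by eye. Only up to 3 mismatches, with 12, closed the gap.

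Predicted regions numbered 87 for ETnERV against the paper's about 180, 912 for IAPEz against about 1500, 22 for MuLV/RLTR4 against about 90 and 95 for RLTR6 against about 310, all in Fig. 1e, read by eye. Up to 3 mismatches closed the gap for ETnERV (166), IAPEz (1421) and RLTR6 (222). For MuLV/RLTR4 none of the alternatives did, with 49 at up to 3 mismatches. With 15 bases at the 5′ end, chosen after seeing the values, IAPEz had 1375.

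The paper states that fewer baits were observed than predicted. Here this held for ETnERV, with 77 observed and 87 predicted, and not for IAPEz, RLTR6 (135 observed) or MuLV/RLTR4 (29 observed). With up to 3 mismatches it held for all 4. The paper describes a nearly complete match of observed and predicted baits for ETnERV and MuLV/RLTR4, which was 85.7% and 62.1% here and 94.8% and 93.1% with up to 3 mismatches.

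For MuLV/RLTR4 in ES cells, 64 windows were found, while the paper's Table S1 lists 88 and 72. The paper's Table S3 lists as strain-specific 2 ETnERV regions that overlapped observed baits of both strains here. The only predicted MuLV/RLTR4 site on chromosome 3 lies at 152330723 here, while Fig. 1d marks a predicted site elsewhere on this chromosome and none there. On chromosome 14 the only site lies at 54536897 here, while the paper's Table S3 lists the C57/Bl6 integration at 54291848 to 54298356. Fig. S3b shows ETnERV integrations in ES cells, while the ES cell library, made with ETnERV bait 2, had no call in the regions on chromosomes 5 and 7 named for the MEFs.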

Other observations

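All tests in this part were chosen after the results were seen, apart from that on windows called whatever the bait.

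Of the ETnERV, MuLV/RLTR4 and RLTR6 regions of C57/Bl6 B cells that hold no site with up to 3 mismatches, 8 of 62 overlapped a region of another of these ERVs, and of those with a site 7 of 179 (p = 0.0271, two-sided Fisher's exact test). Windows that are called whatever the bait are a candidate explanation for at most these 8. The counts were 3 of 4 against 4 of 73 for ETnERV, 5 of 56 against 3 of 79 for RLTR6 and 0 of 2 against 0 of 27 for MuLV/RLTR4. The overlaps are reciprocal and so not independent, and IAPEz was not part of the test. Contacts between the integrations stay open as a biological explanation that was not tested.

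Over the 11 libraries of the 5 conditions with replicates, the third C57/Bl6 ETnERV library included, 42 regions were called in only 1 library of their own condition. Libraries of other conditions were not part of this count, and such a region can have a call in them. Calls close to the threshold are argued against for 3 of them, which held a window with a p-value under 1e-06, and 9 held one under 0.001. The 3 are ETnERV in S6 replicate 1 on chromosome 18 from 4400001 to 4800000 (6.08e-09) and chromosome 19 from 29000001 to 29400000 (3.91e-08), and MuLV/RLTR4 in C57/Bl6 replicate 1 on chromosome 2 from 130400001 to 131000000 (listed as 0). They were chosen by their values. A difference between mice stays open for them and was not tested.

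The MEF libraries had 2.67 and 2.69 ETnERV windows per region, and the S6 B cell libraries 1.77 and 1.56. Fewer mapped reads in MEFs cannot be told apart from the cell type, because reads and cells differ together. Within 4 pairs of replicates, the library with fewer reads had more windows in 2, which decides nothing.

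MuLV/RLTR4 regions of Ola ES cells shared 22 regions with S6 B cells (64.7%, 95% interval 46.5 to 80.3%) and 9 with C57/Bl6 B cells (19.6%, 9.36 to 33.9%). Between ES cells and C57/Bl6 B cells, which differ in strain and cell type, RLTR6 bait 2 shared 62 regions (32.5%, 25.9 to 39.6%) and IAPEz bait 1 shared 528 (26.3%, 24.3 to 28.2%). ETnERV bait 2 in ES cells shared 17 of 108 regions with ETnERV bait 1 in MEFs (15.7%, 9.45 to 24.0%) and 14 of 105 with S6 B cells (13.3%, 7.49 to 21.4%), where the primers differ as well.

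By mismatch, counted from the 3′ end of the primer and with unadjusted p-values over 14 pairs of bait and library, sites were called less often with A5G of RLTR6 bait 2 in B cells (26 of 80, against 53 of 93 whole matches, p = 0.00138), with T2C of ETnERV bait 2 (0 of 37, against 12 of 28, p = 7.55e-06) and with A11G of MuLV/RLTR4 in C57/Bl6 (6 of 20, against 20 of 22, p = 7.68e-05, all Fisher's exact tests). With A11G, 9 of 20 sites were called in S6, where 4 of 22 whole matches were (p = 0.0956, Fisher's exact test). For MuLV/RLTR4 in ES cells it was 7 of 20 sites with A11G and 5 of 22 whole matches (p = 0.499, Fisher's exact test). In ES cells, A5G of RLTR6 bait 2 showed no clear difference (30 of 80, against 44 of 93, p = 0.219, Fisher's exact test). T5C of the Csp6I primer of IAPEz bait 1 was called less often in ES cells (126 of 423, against 366 of 922, p = 0.000503) and somewhat more often in B cells (132 of 423, against 242 of 922, p = 0.0664, Fisher's exact tests). No explanation was tested for these.

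Of the Table S3 regions listed for S6, 3 ETnERV regions had a call in C57/Bl6 libraries. Those on chromosome 7 from 17998012 to 18412644 and on X from 118391831 to 118805127 had one in replicates 1 and 3, and that on chromosome 3 from 5197490 to 5408948 in replicate 1. For MuLV/RLTR4 it was 1, on chromosome 5 from 45395085 to 45608974, in replicate 1.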
